# EDMD-Causing Emerin Mutant Myogenic Progenitors Exhibit Impaired Differentiation Using Similar Mechanisms

**DOI:** 10.3390/cells9061463

**Published:** 2020-06-15

**Authors:** Ashvin Iyer, James M. Holaska

**Keywords:** emerin, Emery–Dreifuss muscular dystrophy, myogenic differentiation, histone deacetylase, nuclear envelope

## Abstract

Mutations in the gene encoding emerin (*EMD*) cause Emery–Dreifuss muscular dystrophy (EDMD1), an inherited disorder characterized by progressive skeletal muscle wasting, irregular heart rhythms and contractures of major tendons. The skeletal muscle defects seen in EDMD are caused by failure of muscle stem cells to differentiate and regenerate the damaged muscle. However, the underlying mechanisms remain poorly understood. Most EDMD1 patients harbor nonsense mutations and have no detectable emerin protein. There are three EDMD-causing emerin mutants (S54F, Q133H, and Δ95–99) that localize correctly to the nuclear envelope and are expressed at wildtype levels. We hypothesized these emerin mutants would share in the disruption of key molecular pathways involved in myogenic differentiation. We generated myogenic progenitors expressing wildtype emerin and each EDMD1-causing emerin mutation (S54F, Q133H, Δ95–99) in an emerin-null (EMD^−/y^) background. S54F, Q133H, and Δ95–99 failed to rescue EMD^−/y^ myogenic differentiation, while wildtype emerin efficiently rescued differentiation. RNA sequencing was done to identify pathways and networks important for emerin regulation of myogenic differentiation. This analysis significantly reduced the number of pathways implicated in EDMD1 muscle pathogenesis.

## 1. Introduction

X-linked Emery–Dreifuss muscular dystrophy (EDMD1) is an inherited disorder caused by mutations in EMD, which encodes emerin. EDMD1 is characterized by progressive skeletal muscle wasting, irregular heart rhythms, and contractures of major tendons [1,2,3,4]. Inefficient skeletal muscle regeneration and impaired differentiation of skeletal muscle stem cells contribute to the skeletal muscle wasting observed in EDMD. Most EDMD1 patients have nonsense mutations [5], resulting from base substitutions, small deletions, or insertions [6,7,8,9,10,11]. However, a few missense mutations and in-frame deletions in EMD produce detectable emerin protein [7,10,11,12].

Emerin residues 46–221 is intrinsically disordered [13,14] and contains binding domains for many of its interactors, including lamins, actin, transcription regulators, and HDAC3 [15,16,17,18,19,20,21,22]. There are four disease-causing EMD mutations within this region that result in normal emerin protein expression and localization; these are S54F, Δ95–99, Q133H, and P183H [10,23,24,25,26]. The structural consequences of these mutated forms are not yet known. It is possible these mutant proteins may either modify the 3D structure and conformational plasticity of the protein or disrupt specific emerin modification events, or both. These changes are predicted to disrupt assembly of protein complexes containing emerin, either by affecting partner recognition or by hindering emerin oligomerization [26].

Emerin knockout mice display delayed skeletal muscle regeneration and repair, mild atrioventricular alterations, and motor coordination defects [27,28]. Biopsies of skeletal muscles from EDMD1, EDMD2, and EMD^−/y^ mice revealed compensatory upregulation of skeletal muscle regeneration genes [27,29]. In particular, the transcriptional pathways regulated by retinoblastoma protein (*Rb*) and *MyoD* genes were altered. Rb protein was found to be inappropriately hyperphosphorylated at key developmental stages, including when myoblasts exit the cell cycle to commit towards differentiation [27,29]. Emerin-downregulated C2C12 myoblasts and EMD^−/y^ myogenic progenitors display impaired myogenic differentiation and fail to fuse into myotubes [30,31,32], due to altered temporal activation of myogenic regulatory genes [33] and perturbation of major canonical pathways [34,35]. The coordinated temporal expression of key muscle differentiation genes, including *MyoD*, *Myf5*, *Pax3*, and *Pax7*, is disrupted in EMD^−/y^ myogenic progenitors [36] due to the failure of the genome to reorganize normally during differentiation [27,29,35].

Emerin interacts directly with the core components of the nuclear corepressor (NCoR) complex, which is involved in repressing genes by stably binding chromatin [37]. HDAC3 is part of the NCoR complex and deacetylates specific lysine residues in histone H4 tails. Emerin binds directly to HDAC3 and stimulates its deacetylase activity [15]. EDMD-causing emerin mutants (S54F, Δ95–99, Q133H, P183H) fail to bind HDAC3 [15]. Activation of HDAC3 activity using theophylline, successfully rescued the temporal localization and expression of *Pax3, Pax7, MyoD*, and *Myf5* genes, and rescued myotube formation in EMD^−/y^ myogenic progenitors [30,36]. Inhibition of HDAC3 activity using RGFP966 significantly impaired myosin heavy chain (MyHC) expression and myotube formation in both wildtype and EMD^−/y^ myogenic progenitors [30]. Recent studies using histone acetyltransferase (HAT) inhibitors showed partial rescue of differentiation commitment and successful rescue of myotube formation in EMD^−/y^ myogenic progenitors [38]. These studies support the hypothesis that emerin interacts with HDAC3 to coordinate the transcriptional reprogramming to reorganize the genome required to transcribe genes needed for differentiation commitments and repress genes involved in proliferation.

We previously showed that EMD^−/y^ myogenic progenitors exhibited impaired differentiation [30,34,35]. EMD^−/y^ progenitors failed to exit the cell cycle appropriately, resulting in delayed myoblast commitment and inhibition of myoblast formation. RNA sequencing (RNAseq) showed that EMD^−/y^ myogenic progenitors failed to completely transcriptionally reprogram upon differentiation induction, which signals the progenitors to exit the cell cycle and commit to myotube formation. More than 1600 genes were differentially expressed in EMD^−/y^ myogenic progenitors at this important differentiation transition [34]. Although this study supported a failure in transcriptional reprogramming, it failed to identify the mechanisms responsible for impaired differentiation of EMD^−/y^ progenitors. Studying differentiation in myogenic progenitors containing EDMD1-causing emerin mutants was predicted to narrow down the potential genes and pathways responsible for EDMD pathogenesis. Here we show, for the first time, that EDMD1-causing emerin mutant myogenic progenitors exhibit impaired differentiation. Transcriptional profiling of these EDMD1-causing myogenic progenitors during differentiation significantly narrowed the pathways implicated in the muscle regeneration pathology of EDMD1.

## 2. Materials and Methods

### 2.1. Cell Culture

Myogenic progenitors from H2K Wildtype and EMD^−/y^ mice were obtained from Tatiana Cohen and Terence Partridge (Children’s National Medical Center, Washington, DC, WA, USA) [35]. Proliferating H2Ks were grown and differentiated as previously described [36]. Proliferating myogenic progenitors were grown in proliferative media consisting of 2% chick embryo extract (Accurate Chemical, Westbury, NY, USA), high-glucose DMEM (ThermoFisher Scientific, Waltham, MA, USA) supplemented with 20% heat-inactivated FBS (ThermoFisher Scientific, Waltham, MA, USA), 1% penicillin–streptomycin (ThermoFisher Scientific, Waltham, MA, USA), 2% l-glutamine (ThermoFisher Scientific, Waltham, MA, USA) and 20 units/mL γ-interferon (MilliporeSigma, Burlington, MA, USA). Proliferating cells were plated on gelatin at a density of approximately 650 cells/cm^2^ and grown at 33 °C and 10% CO_2_. Differentiating cells were plated on gelatin at a density of 25,000 cells/cm^2^ in proliferative conditions for 24 h, then switched to differentiation media consisting of DMEM supplemented with 5% horse serum (ThermoFisher Scientific, Waltham, MA, USA) and 2% l-glutamine, and grown at 37 °C and 5% CO_2_. Cells between passage six and twelve were used for all analyses.

### 2.2. Lentiviral Transduction

H2K myogenic progenitors expressing wildtype emerin (+EMD) and EDMD causing emerin mutations (S54F, Q133H, and Δ95–99), an emerin mutation that does not cause the disease (M179), and a vector only control were generated using the following protocol. EMD^−/y^ mouse myogenic progenitors (EMD^−/y^) were seeded at a density of 1000 cells/well in 96-well plates coated with 0.01% gelatin. Cells were incubated at 33 °C and 10% CO_2_ overnight in proliferation media and replaced with infection medium containing lentiviral particles (Genecopoeia, Rockville, MD, USA, #LPP-CS-G0746-Lv105,) at a multiplicity of infection of 350 and 8 µg/mL polybrene (Cyagen Biosciences, Santa Clara, CA, USA). Polybrene is a cationic polymer known to increase lentiviral transduction efficiency [39] by neutralizing the surface charge between the cell surface and the viral particles [40,41]. The infection medium was replaced with fresh growth media after 16–24 h. Cells were allowed to grow for 72 h post-transduction, then transferred to 12-well dishes containing growth media and puromycin (MilliporeSigma, Burlington, MA, USA, #P8833). EMD^−/y^ cells transduced with control vector, S54F and Δ95–99 were selected using 15 µg/mL puromycin. EMD^−/y^ cells transduced with Q133H and M179 vectors were selected using 10 µg/mL puromycin. EMD^−/y^ cells transduced with wildtype emerin (+EMD) was selected using 6 µg/mL. Once the cells were 40–60% confluent, cells were subsequently moved to six-well dishes, followed by transfer to 10 cm dishes, and finally expanded to multiple 15 cm dishes. Cells were kept sparse to ensure cells don’t undergo spontaneous differentiation or senescence. Media containing puromycin was replaced every 2–3 days.

### 2.3. Myogenic Differentiation Immunofluorescence Assay

Wildtype and EMD^–/y^ cells were seeded at a density of 7800 cells per well into 96-well plates or 92,800 cells per well into 12-well plates coated with gelatin. For experiments in 12-well plates, +EMD, Q133H and Δ95–99 cells were plated at a density of 118,800 cells per well coated with gelatin. For 96-well plate experiments, +EMD, vector control, S54F and M179 were plated at a density of 10,000 cells per well coated with gelatin. Cells were incubated overnight in proliferation media. Differentiation was induced by replacing proliferation media with differentiation media (DMEM with high glucose, 5% horse serum, 1% penicillin/streptomycin) and incubating cells at 37 °C and 5% CO_2_.

EdU (5-ethynyl-2′-deoxyuridine, ThermoFisher Scientific, Waltham, MA, USA) was used as a proliferation marker. EdU is a thymidine analog which gets incorporated into newly synthesized DNA during S phase of the cell cycle. Ten micromolar EdU was incubated with cells for 2 h prior to fixing. Cells were fixed at 0, 24, 48, and 72 h post differentiation induction. After fixing, cells were washed three times and were processed according to the manufacturer’s instructions (Click-IT EdU imaging Kit 647, ThermoFisher Scientific, Waltham, MA, USA). Cells were treated with 0.5% Triton-X100 in phosphate-buffered saline (PBS) for 20 min, washed twice with 3% bovine serum albumin in PBS, and treated with a Click-IT EdU reaction cocktail for 30 min. Cells were washed with PBS and then blocked for an hour with 3% BSA in PBS containing 0.1% Triton-X100.

Cells were then treated with emerin antibodies (Santa Cruz Biotechnology, Dallas, TX, USA, #FL-254,) for an hour, washed three times with PBS, and incubated with monoclonal antibodies against MyHC (Santa Cruz Biotechnology, Dallas, TX, USA, #MYH B-5,) for an hour. Cells were washed three times with PBS, incubated with secondary antibodies Alexa Fluor 488 goat anti-rabbit (1:200, ThermoFisher Scientific, Waltham, MA, USA) for one hour followed by Alexa Fluor 594 goat anti-mouse antibodies (1:200, ThermoFisher Scientific, Waltham, MA, USA) for one hour. Cells were washed twice with PBS and incubated with 0.2 µg/mL DAPI to label nuclei. Cells were washed once with PBS and imaged using the EVOS-FL Auto microscope (ThermoFisher Scientific, Waltham, MA, USA). 

Multiple images were acquired at random (at least three) for each well using a 40× objective. A total of three wells were analyzed for each treatment for a given biological replicate. At least two biological replicates were done for each treatment. Each field was imaged in four different channels: green fluorescent protein channel for emerin positive nuclei, blue fluorescent channel for DAPI stained nuclei, Cy5 channel for Edu positive nuclei, and Texas Red channel for MyHC positive nuclei. Image analysis was done using the cell counter plugin in ImageJ. Cell cycle withdrawal was determined by dividing the total number of cells expressing EdU by the total number of nuclei in an image. Differentiation index (DI) was defined as the percentage of nuclei expressing the terminal differentiation MyHC. Myotube formation was determined by measuring the percentage of myotubes containing at least three nuclei and expressing MyHC.

### 2.4. Western Blots

Proliferating H2K myogenic progenitors in 15 cm dishes were harvested using SDS-PAGE sample buffer. A total of 50,000 cell equivalents for all cell lines except for +EMD and M179 expressing cells (100,000 cell equivalents) were separated by SDS-PAGE and transferred onto a nitrocellulose membrane. Blocking of the membrane was done using 5% dried nonfat milk in PBS containing 0.1% Tween 20 (PBST) at room temperature for an hour. The membrane was then incubated with emerin antibodies (rabbit polyclonal, 1:2500, Proteintech, Rosemont, IL, USA) for an hour followed by three washes in PBST for five minutes. The membrane was then incubated for an hour at room temperature with goat anti-rabbit HRP antibodies (1:10,000, ThermoFisher Scientific), followed by three PBST washes for five minutes each. The blot was incubated with Amersham ECL western blotting detection reagents (GE healthcare, Chicago, IL, USA, #RPN2209) and imaged on the Bio-Rad Chemidoc equipment (Bio-Rad Laboratories, Hercules, CA, USA). The HRP enzyme was then inactivated with 0.1% sodium azide in PBST for 15 min followed by five washes (five minutes each) with PBS. The blot was incubated with mouse gamma-tubulin antibodies (1:10,000, ThermoFisher Scientific, Waltham, MA, USA) for an hour at room temperature followed by incubation with donkey anti-mouse HRP antibodies (1:10,000, ThermoFisher Scientific, Waltham, MA, USA) for an hour at room temperature. The blots were then incubated with Amersham ECL western blotting detection reagents (GE healthcare, Chicago, IL, USA, #RPN2209) and processed according to the manufacturer’s instructions. ImageLab software (Bio-Rad Laboratories) was used to perform volume analysis.

### 2.5. RNAseq

For isolation of total RNA during proliferation, each H2K myogenic progenitor cell line was seeded at a density of 158,000 cells per 15 cm dish coated with 0.01% gelatin and incubated in proliferative media for two days. Two 15 cm dishes were combined and represent one technical replicate. Three technical replicates per sample were performed for each biological replicate (*n* = 2). Cells were trypsizined, washed three times with PBS, and total RNA was isolated using the mRNeasy Plus Kit (Qiagen, Germantown, MD, USA, #74136) per manufacturer’s instructions.

Wildtype and EMD^−/y^ H2K myogenic progenitors were seeded in six-well dishes coated with 0.01% gelatin at a density of 232,000 cells/well for isolation of total RNA during differentiation. 297,000 cells/well of vector control and emerin mutant cell lines were plated in six-well dishes coated with 0.01% gelatin. Cells were incubated overnight in proliferative media. In the morning, cell lines were switched to differentiation media. RNA was isolated after 0 h (to account for changes due to cell density), 24 h, 48 h, and 72 h of differentiation. RNA was isolated using the mRNeasy Plus Kit (Qiagen, Germantown, MD, USA, #74136) per manufacturer’s instructions. Three technical replicates per sample were performed for each biological replicate (*n* = 2).

Purity of RNA was assessed using Nanodrop (ND-2000), and quantification was done using the Quant-IT RNA assay kit (ThermoFisher Scientific, Waltham, MA, USA, #Q10213). BGI Genomics performed library preparation and sequencing using BGISEQ-500 platform. BGI Genomics filtered reads using SOAPnuke and genome mapping was done to the mouse genome (mm10) using hierarchical indexing for spliced alignment of Transcripts-2 (HISAT2). Differentially expressed genes was detected using DEseq2. Transcripts were considered to be significantly differentially expressed if the *q*-value <0.05. The *q*-value is a *p*-value corrected for the False Discovery Rate (FDR) and represents the standard in the field for determining significance. All differentially expressed transcripts were also ≥2-fold increased or decreased. KEGG pathway enrichment analysis was done using phyper, a function of R.

### 2.6. Data Sharing Statement

RNA sequencing data is available through the NCBI Gene Expression Omnibus (Accession number GSE152226).

## 3. Results

### 3.1. Generation of Stable Myogenic Progenitor Cell Lines Expressing EDMD-Causing Emerin Mutants

Western blotting with antibodies against emerin confirmed successful expression of each of the emerin proteins; γ-tubulin was used as loading control (Figure 1A,B). EMD^−/y^ myogenic progenitor lines expressed wildtype emerin (+EMD; 0.74-fold), Δ95–99 (0.99-fold), S54F (1.51-fold; not significant), and M179 (0.76-fold) at levels similar to wildtype myogenic progenitors. EMD^−/y^ myogenic progenitor lines expressing Q133H had 2.38-fold more protein. EMD^−/y^ and vector alone failed to express any emerin, as expected (Figure 1B).

Differentiation of wildtype, EMD^−/y^, and +EMD myogenic progenitors were assessed to test if wildtype emerin rescued differentiation of EMD^−/y^ progenitors. After 24 h, more than 90% of wildtype progenitors withdrew from the cell cycle, whereas 15.4% of EMD^−/y^ myogenic progenitors were still active in the cell cycle (*p* < 0.02, Figure 1C). +EMD myogenic progenitors displayed a trend towards rescue. In total, 62.6% of differentiating wildtype cells expressed MyHC at 48 h, whereas, 34.1% of EMD^−/y^ cells expressed MyHC (*p* < 0.02; Figure 1D). Expression of wildtype emerin rescued MyHC expression, as +EMD cells showed a differentiation index of 55.7% (Figure 1D). Only 10.9% of EMD^−/y^ myogenic progenitors formed myotubes after 72 h, compared to 37.6% of wildtype progenitors (*p* < 0.02; Figure 1E). Expression of wildtype emerin rescued myotube formation, as 37.3% of +EMD cells successfully formed myotubes (Figure 1E).

### 3.2. Myogenic Progenitors Expressing S54F and M179 Exhibit Impaired Differentiation

Wildtype, EMD^−/y^, vector alone (control), +EMD, M179, and S54F myogenic progenitor lines were induced to differentiate by serum withdrawal. Cell cycle withdrawal was analyzed after 24 h. 9.1% of wildtype myogenic progenitors incorporated EdU (Figure 2A,B), whereas 15.2% of EMD^−/y^ and 17.1% of control cells incorporated EdU (*p* < 0.02). In total, 14.4% of +EMD cells incorporated EdU. In total, 26.4% of M179 and 20.8% of S54F progenitors incorporated EdU (Figure 2A,B).

In total, 44.6% of EMD^−/y^ cells (Figure 3B; *p* < 0.02) and 40.2% of vector-alone cells (*p* < 0.02) expressed MyHC after 48 h of differentiation. In total, 61.3% of wildtype cells expressed MyHC. In total, 55.7% of +EMD cells expressed MyHC, demonstrating successful rescue of myoblast commitment. Expression of M179 and S54F in EMD^−/y^ progenitors failed to rescue MyHC expression and the differentiation index, with 32.4% and 37.9% expressing MyHC, respectively (Figure 3B; *p* < 0.02).

We next analyzed myotube formation, which was defined as the percentage of myotubes containing at least three nuclei and expressing MyHC. Myotube formation was impaired in EMD^−/y^ and control cells, as only 19.2% of EMD^−/y^ cells and 19.4% of control cells (Figure 3A,C; *p* < 0.02) formed mature myotubes compared to 35.4% of wildtype cells. Wildtype emerin expression rescued myotube formation, as 35.8% of +EMD cells formed myotubes. Both M179 and S54F cells were significantly impaired in myotube formation, as only 19.5% of M179 cells and 21.5% of S54F cells fused to form mature myotubes (Figure 3A,C; *p* < 0.02).

### 3.3. Q133H and Δ95–99 Mutant Myogenic Progenitors Exhibit Impaired Differentiation

Differentiation of EDMD-causing emerin mutant cell lines Q133H and Δ95–99 was assessed. Twenty-four hours after differentiation induction, EMD^−/y^ cells maintained a significantly higher percentage of cells in the cell cycle (19.11%; *p* < 0.02) compared to wildtype cells (11.73%; Figure 4A,B), consistent with previous results. Only 16.2% of +EMD cells incorporated EdU, demonstrating partial rescue of cell cycle withdrawal by emerin expression. In total, 29.4% of Q133H and 19.6% of Δ95–99 cells incorporated EdU.

As expected, the differentiation index of EMD^−/y^ progenitors (44.9%) was significantly lower than wildtype progenitors (58.0%) after 48 h of differentiation (Figure 5B; *p* < 0.02). In total, 58.1% of +EMD progenitors expressed MyHC after 48 h of differentiation. Both Q133H and Δ95–99 progenitors failed to commit to differentiation, as 20.6% of Q133H cells and 21.2% of Δ95–99 cells expressed MyHC (Figure 5B; *p* < 0.02).

After 72 h of differentiation, EMD^−/y^ cells failed to form myotubes (16.4%), as compared to wildtype cells (34.6%, Figure 5A,C; *p* < 0.02). In total, 39.9% of +EMD progenitors formed myotubes after 72 h. Only 3.2% of Q133H progenitors and 6.7% of Δ95–99 progenitors fused to form mature myotubes (Figure 5A,C; *p* < 0.02), demonstrating a massive failure in myotube formation and maturation in these EDMD-causing emerin mutants.

### 3.4. Identification of Pathways Shared Between all EDMD-Causing Emerin Mutants

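RNA from wildtype, EMD -/y, +EMD, S54F, Δ95–99, and Q133H H2K myogenic progenitors was sequenced at days 0, 1, and 2 of differentiation, with 3 labelled replicates in each of the 18 groups and 54 samples in all. The paper's methods give 2 biological replicates with 3 technical replicates each. The reads were filtered, mapped to the mouse genome, and compared between pairs of groups with DESeq2 by the authors' sequencing provider. The deposited data are 27 tables of such comparisons, 15 of them between a line and wildtype progenitors on the same day and 12 between consecutive days of a line. Each table gives the authors' mean of normalized counts in both groups, a log2 fold change, a p-value, and a q-value for each gene. The tables hold no values per sample, so no spread between replicates can be given and no replicate can be left out. Depth cannot be read from the authors' means, because they are normalized. They summed to between 16.7 M and 21.1 M normalized counts per group. The 10 genes with the highest means took between 5.78% and 10.1% of that sum. A table lists between 17215 and 17876 genes, and between 1475 and 1571 of these are unnamed genes that the provider predicted from the reads, called predicted genes here. A gene was taken as differentially expressed when its q-value in the authors' deposited table was under 0.05 and its log2 fold change was at least 1 in size, a rule that returned the authors' own calls in all 27 tables. The overlaps, medians, correlations across genes, and tests between transitions were computed here from the deposited columns. Whether a line's change between consecutive days differed from the change in wildtype was tested with a z test on the difference between the deposited log2 fold changes. The standard error of each fold change was derived from its p-value, and Benjamini-Hochberg adjustment was applied over the genes tested. In simulated data for the EMD -/y transition from day 0 to day 1, this test recovered 199 of 200 changed genes among 16647 and called 8 unchanged genes. The changed genes had large differences and small standard errors, and the noise followed the standard errors used by the test. The simulation therefore checks the computation, and shows neither the power for other genes nor whether the derived standard errors are right.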

RNA sequencing (RNAseq) was done on wildtype, EMD^−/y^, and each emerin mutant myogenic progenitor line throughout differentiation using Beijing Genomic Institute (BGI) Americas. Differentially expressed genes were identified by BGI by comparing all datasets to each other. 

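The transcript of the targeted gene was examined first. The authors' mean of Emd lay between 987 and 1962 normalized counts in the wildtype groups, between 0.457 and 3.52 in the EMD -/y groups, and at most at 2.67 in the transduced lines, although the tables were normalized separately and such levels hold only approximately across them. The deposited comparisons were then set against each other. For each line and transition, the line's change minus the wildtype change was correlated with the line's difference from wildtype on the later day minus that on the earlier day. Pearson's r across genes, which are not independent replicates, lay between 0.919 and 0.983 over the 10 combinations of line and transition. Both quantities are made from the same groups, so a high r follows from the arithmetic when groups are labelled rightly. It is no evidence on the biology of the lines. Since r was not perfect, the means of a group differ between tables by more than a common factor.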

The first comparison compared the changes in transcript expression at each day of differentiation for each EDMD-causing emerin mutant or EMD^−/y^ myogenic progenitors to wildtype progenitors. Transcripts were considered to be significantly differentially expressed if the *q*-value <0.05. It was expected that the expression of a large number of differentially expressed transcripts would be seen during differentiation of each EDMD-causing mutant based on previous studies [34].

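At day 0, the authors' deposited table for EMD -/y against wildtype progenitors lists 17486 genes and calls 964 of them, with 508 higher and 456 lower in EMD -/y. The median change of the called genes was 3.73-fold. Predicted genes made up 195 of the called genes, or 20.2%. Of the 964 genes, 728 were also called in S54F progenitors on the same day, and 719 of these had the same direction in both lines. Over all genes, Pearson's r between the log2 fold changes of EMD -/y and S54F was 0.80. Both comparisons use the same wildtype libraries. For the fold changes divided by their standard errors, r was 0.79, and simulated unchanged groups that share these libraries gave a mean r of 0.39 for the same measure. Genes are not independent replicates. The fold threshold moved the count most, since 2341 genes had a q-value under 0.05 without it.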

In total, 956 differentially expressed genes (456 down, 508 up) were identified in EMD^−/y^ progenitors plated at high-density for differentiation (day 0, Figure 6A). S54F, Δ95–99, and Q133H myogenic progenitors differentially expressed 1468 genes (764 down, 702 up), 1536 genes (842 down, 694 up), and 1859 genes (1076 down, 783 up), respectively, when plated at high density (day 0, Figure 6A). 

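The +EMD progenitors, for which the paper gives no count against wildtype, had 2189 called genes at day 0 in the authors' deposited table, 1395 lower and 794 higher. Predicted genes made up 21.3% of the called genes in S54F, 20.7% in Δ95–99, 19.2% in Q133H, and 12.3% in +EMD. Among the called genes, 948 were shared by S54F and Δ95–99 and 963 by Δ95–99 and Q133H. A total of 496 genes were called in EMD -/y and all 3 mutant lines, 478 of them in one direction, and 416 of the 496 were called in +EMD as well.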

There were 1338 genes (654 down, 784 up) differentially expressed in M179 progenitors upon plating at high density (Figure 6A). 

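In the comparison of EMD -/y with wildtype progenitors at day 1, 60.6% of the called genes were higher in EMD -/y, and the median change was 3.62-fold. The called genes included 181 predicted genes. The genes called in EMD -/y were compared with those called in each other line against the same wildtype libraries. They shared 617 genes with S54F, 609 with Δ95–99, 629 with Q133H, and 598 with +EMD. The direction was the same for 98.2% of the shared genes in S54F, 89.3% in Δ95–99, 84.9% in Q133H, and 92.5% in +EMD. Of all genes compared, called or not, 73.6% had the same sign in EMD -/y and S54F, 66.5% in EMD -/y and Δ95–99, 63.7% in EMD -/y and Q133H, and 68.5% in EMD -/y and +EMD. Simulated unchanged groups that share the wildtype libraries gave 63.7%, 62.1%, 61.4%, and 62.7% for the same pairs.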

In total, 874 differentially expressed genes (344 down, 530 up) were identified in EMD^−/y^ progenitors one day after differentiation induction, which is when progenitors normally withdraw from the cell cycle to commit to differentiation (day 1, Figure 6A). 

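At day 1, +EMD progenitors had 2663 called genes against wildtype in the authors' deposited table, 1450 lower and 1213 higher. Across all genes, which are not independent replicates, the log2 fold changes of Δ95–99 and Q133H against wildtype had a Pearson's r of 0.85. The r of S54F and Δ95–99 was 0.78, that of Q133H and +EMD 0.64, that of S54F and +EMD 0.81, and that of Δ95–99 and +EMD 0.81. For the fold changes divided by their standard errors, r between pairs of lines was from 0.42 to 0.85, and simulated unchanged groups with the same wildtype libraries gave from 0.33 to 0.42. Δ95–99 and Q133H shared 2174 called genes, 2148 of them in the same direction. Predicted genes split the libraries into groups that cross lines and days, and the comparisons of the mutant lines with wildtype at days 0 and 1 lie across this grouping, whereas those at day 2 do not. +EMD shared 1152 called genes with S54F, 1787 with Δ95–99, and 1606 with Q133H. The median change of the called genes was 3.58-fold in S54F, 3.86-fold in Δ95–99, and 4.56-fold in Q133H.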

S54F, Δ95–99, and Q133H myogenic progenitors differentially expressed 1570 genes (826 down, 744 up), 2859 genes (1666 down, 1193 up), and 3290 genes (2038 down, 1252 up), respectively (day 1, Figure 6A). There were 2188 (1011 down, 1177 up) differentially expressed genes in M179 progenitors at day 1. 

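For EMD -/y against wildtype at day 2, the authors' deposited table calls 926 of 17557 genes, 336 lower and 590 higher in EMD -/y. The called genes had a median change of 3.33-fold, and 189 of them were predicted genes. Of the 926 genes, 687 were shared with S54F, 644 with Δ95–99, 678 with Q133H, and 656 with +EMD on the same day. At a q-value under 0.05 without the fold threshold, the table calls 2704 genes.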

In total, 1286 differentially expressed genes (336 down, 950 up) were identified in EMD^−/y^ progenitors two days after differentiation induction, which is when myoblasts normally commit to form myotubes (day 2, Figure 6A). S54F, Δ95–99, and Q133H myogenic progenitors differentially expressed 1380 genes (623 down, 757 up), 3021 genes (1223 down, 1798 up), and 4714 genes (2207 down, 2507 up), respectively (day 2, Figure 6A). 

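In +EMD progenitors at day 2, 2478 genes were called against wildtype in the authors' deposited table, 1044 lower and 1434 higher. Δ95–99 and Q133H shared 2486 called genes, and the r of their log2 fold changes across genes was 0.82. The same r was 0.85 between EMD -/y and S54F, 0.78 between +EMD and Δ95–99, 0.56 between S54F and Q133H, 0.54 between +EMD and Q133H, and 0.49 between EMD -/y and Q133H. For the fold changes divided by their standard errors, r was 0.83 between EMD -/y and S54F and 0.39 between EMD -/y and Q133H, and the simulated values for unchanged groups against the day 2 wildtype libraries were 0.40 and 0.31. A total of 473 genes were called in EMD -/y and all 3 mutant lines, and 423 of these were called in +EMD.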

There were 3217 (930 down, 2287 up) differentially expressed genes in M179 progenitors at day 2.

EMD^−/y^, S54F, Δ95–99, Q133H, and M179 differentially expressed 795 genes (311 down, 484 up), 1111 genes (480 down, 631 up), 1464 genes (676 down, 688 up), 1287 genes (684 down, 603 up), and 1647 genes (925 down, 722 up) when actively proliferating, respectively (Figure S5). EMD^−/y^, S54F, Δ95–99, Q133H, and M179 differentially expressed 972 genes (321 down, 651 up), 1279 genes (573 down, 706 up), 2441 genes (1227 down, 1214 up), 3792 genes (1891 down, 1901 up), and 2526 genes (717 down, 1809 up) in mature myotubes, respectively (Figure S5; day 3).

We predicted that comparing the differentially expressed genes in all the EDMD-causing emerin mutants and EMD^−/y^ myogenic progenitors to wildtype progenitors would identify genes and pathways implicated in the impaired differentiation seen in EDMD. These analyses were focused first on differentiation day 1, as this timepoint is when wildtype progenitors exit the cell cycle to commit to becoming myotubes. In total, 433 genes were differentially expressed in each EDMD-causing emerin mutant cell lines and EMD^−/y^ cells, compared to wildtype cells (Figure 6B). 

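Of the 433 genes, 177 were higher than wildtype in all 4 lines, 230 were lower in all 4, and 26 changed in different directions. None of 100 simulated sets of unchanged groups that share the wildtype libraries contained a gene called in all 4 comparisons. Since no gene changed in these sets, they do not show how far shared libraries enlarge the overlap of changed genes. In +EMD progenitors, 381 of the 433 genes, or 88.0%, were called against wildtype at day 1, and 362, or 83.6%, had in +EMD the direction they shared in the 4 lines. Predicted genes made up 131 of the 433, or 30.3%, against 8.67% of the 16950 genes listed in all 4 comparisons (two-sided Fisher's exact test, p = 3.16e-39). Of the 302 other genes, 256 were called in +EMD, which is 84.8%. Of the 407 genes with one direction, 266 were also called in that direction in all 4 lines at day 0 and 253 at day 2, and 198 at all 3 days. Of the 3 genes with the largest rise in all 4 lines, one was a predicted gene and the others were Cldn34c1 and Rpl26. In the authors' deposited tables, the log2 fold change of Cldn34c1 was 6.19 in EMD -/y, 6.66 in S54F, 7.07 in Δ95–99, 7.63 in Q133H, and 7.34 in +EMD. Rpl26 had a log2 fold change of 6.19 in EMD -/y and 6.44 in +EMD in the authors' deposited tables. Among genes beyond 5 in each of the 4 lines, 4 of 14 had a near-identical copy among the mouse transcripts, against 6.15% of other genes. For changes this large, reads shared between copies may be the source. The 3 genes with the largest fall were predicted genes, with log2 fold changes in EMD -/y of -10.69, -10.55, and -10.26 in the authors' deposited table. Without the fold threshold, 1139 genes had a q-value under 0.05 in all 4 lines, the largest shift under any alternative. The paper predicts that genes that differ from wildtype in EMD -/y and in every mutant line would identify genes and pathways implicated in the impaired differentiation.

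**Figure D1:**
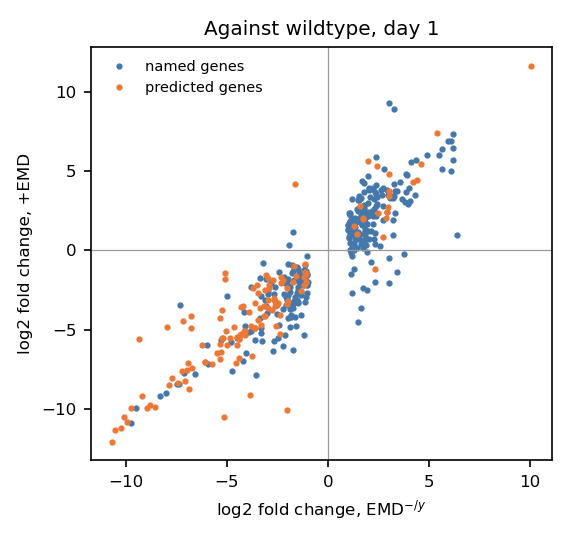
Log2 fold change against wildtype at day 1 in EMD -/y (x axis) and in +EMD (y axis) for the genes called in EMD -/y, S54F, Δ95–99, and Q133H, with 1 point per gene listed in the +EMD comparison. Most named and predicted genes lie in the quadrants in which both lines have the same sign.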

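Of the genes called at day 1 in EMD -/y, S54F, Δ95–99, and Q133H, 52 were not called in +EMD, and 35 of these 52 had one direction in the 4 lines and the same sign in +EMD. The other combinations of lines were counted as well. A group of 552 genes was called in the 3 mutant lines and not in EMD -/y, and 1104 genes were called in Δ95–99 and Q133H alone. In a single line alone, 99 genes were called in EMD -/y, 195 in S54F, 485 in Δ95–99, and 908 in Q133H. KEGG's gene lists were not analysed here, and 20 lists of genes were written from the paper's text and from gene symbols before the data were examined.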

KEGG pathway analysis was done to identify pathways shared amongst all differentiating EDMD-causing emerin mutants, but lacking in +EMD progenitors. Shared pathways were predicted to be important for the EDMD disease mechanism. 

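For the ECM, all listed collagen and laminin genes were examined, and for the Hippo pathway Yap1, Wwtr1, Tead1 to Tead4, Stk3, Stk4, Lats1, and Lats2, together with known target genes of Yap. Genes of the major histocompatibility complex (MHC) were taken for type I diabetes mellitus. Enrichment of called genes was tested with a two-sided Fisher's exact test, adjusted over 540 tests of all lists and comparisons. Of 44 collagen genes at day 1, 14 were called lower and 1 higher in S54F, with an adjusted p of 3.29e-05. In Δ95–99, 15 were lower and 4 higher, with an adjusted p of 0.000184. Q133H had 22 lower and 2 higher, with an adjusted p of 1.7e-06. Among the same genes, EMD -/y had 1 lower and 4 higher, with an adjusted p of 0.196, and +EMD had 13 lower and 4 higher, with an adjusted p of 0.000882. The number of collagen genes called when adjusted over the list alone was 5 in EMD -/y, 18 in S54F, 20 in Δ95–99, 25 in Q133H, and 17 in +EMD. Without the fold threshold, 20 collagen genes had a q-value under 0.05 in S54F, 25 in Δ95–99, and 27 in Q133H. Of the 11 laminin genes, none was called in EMD -/y, where 2 had an unadjusted p under 0.05, and 1 was lower in S54F, 4 in Δ95–99, 6 in Q133H, and 3 in +EMD. Of the 10 Hippo genes, none was called in EMD -/y or S54F, where 2 and 8 had an unadjusted p under 0.05, and 1 was lower in Δ95–99 and in Q133H. Among 22 Yap target genes, 3 were called higher in EMD -/y, 1 in S54F, 1 in Δ95–99, and 3 in Q133H. In the other direction, the log2 fold changes of Tgfb2, Ccn2, and Ankrd1 were -2.06, -1.55, and -1.18 in Δ95–99. Tgfb2 had -2.88 in Q133H. These 3 genes were chosen after their values were seen. None of the adjusted p-values for the Yap target list or for the Hippo genes at day 1 was under 0.05. The median log2 fold change of the MHC genes was -0.03 in EMD -/y, -0.04 in S54F, 0.19 in Δ95–99, and 0.10 in Q133H. Single MHC genes moved far more, such as H2-Q1 with -6.01 in EMD -/y, -6.60 in S54F, and -5.94 in +EMD. H2-Q9 went the other way, with 0.50, 1.15, and 1.48 in the same lines. H2-Q1 and H2-Q9 were chosen after their values were seen. Of the genes on the proteoglycan list, none was called in EMD -/y, where 6 had an unadjusted p under 0.05, and 4 were called in Q133H. Cspg4, a proteoglycan gene outside this list, was called higher in all 5 lines. Its log2 fold change was 2.43 in EMD -/y, 2.16 in S54F, 1.12 in Δ95–99, 1.51 in Q133H, and 3.34 in +EMD.

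**Figure D2:**
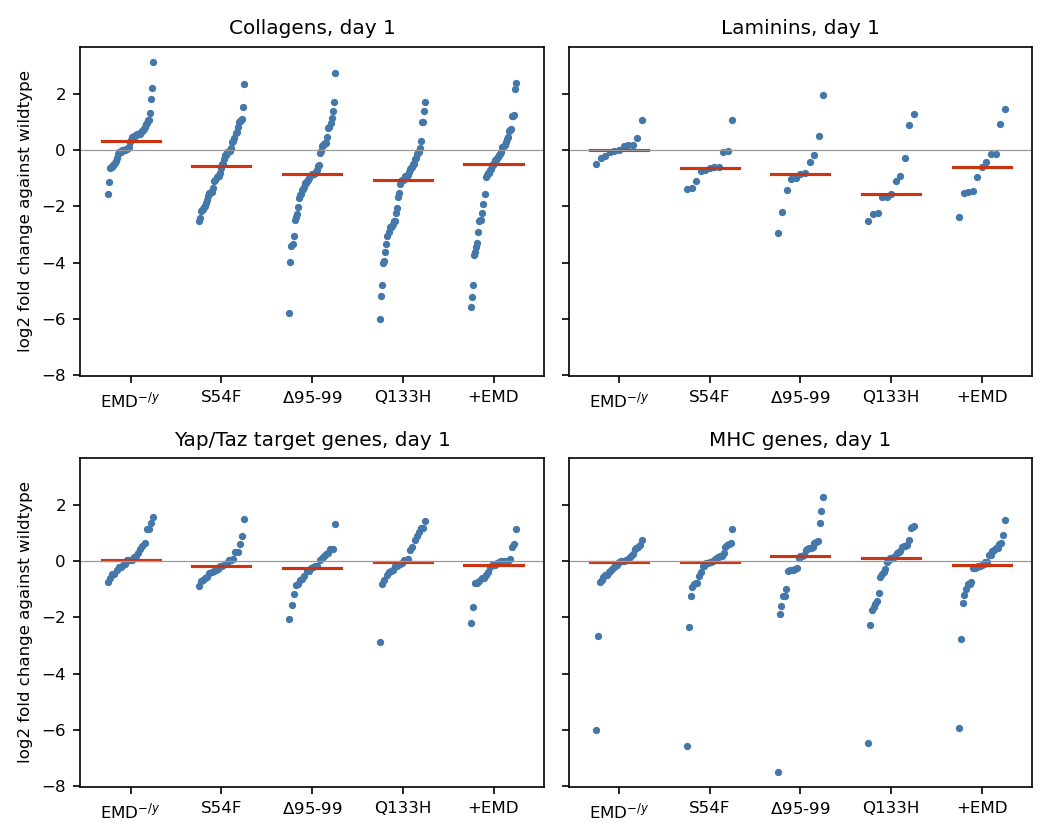
Log2 fold change against wildtype at day 1 (y axis) of each collagen, laminin, Yap target, and MHC gene in the 5 lines (x axis), with 1 point per gene and the median of each list as a line. The collagen medians are 0.31 in EMD -/y, -0.56 in S54F, -0.85 in Δ95–99, -1.07 in Q133H, and -0.49 in +EMD.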

Pathways enriched for these genes included Hippo signaling, ECM–receptor interactions, human papillomavirus infection, type I diabetes mellitus, proteoglycans in cancer, and amoebiasis (Figure 6C).

A more powerful analysis, which we have used previously [34], was to compare transcripts differentially expressed between wildtype progenitors and either EMD^−/y^ or each EDMD-causing emerin mutant progenitors at important differentiation transitions. Differentially expressed genes between each day and the preceding day were determined for either differentiating +EMD, EMD^−/y^, or each EDMD-causing emerin mutant progenitor line. This analysis was anticipated to identify genes involved in the inability of EMD^−/y^ and EDMD-mutant progenitors to properly differentiate. 

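During the transition from day 0 to day 1, the called genes of +EMD progenitors were 1318 higher and 878 lower at day 1 in the authors' deposited table, with a median change of 3.16-fold. The wildtype table for the same transition calls 3030 genes, 1686 higher and 1344 lower. In both lines 1393 genes were called, 1349 of them in the same direction. Across all genes, which are not independent replicates, Pearson's r between the changes in +EMD and wildtype was 0.61. This includes predicted genes. With EMD -/y, r was 0.83 for named genes and 0.09 for predicted genes with means of at least 10. Without the fold threshold, 6993 genes had a q-value under 0.05 in +EMD.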

In total, 2196 transcripts were differentially expressed upon withdrawal of +EMD progenitors from the cell cycle (day 0 to day 1; Figure 7A). 

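Between day 1 and day 2, 1507 of the called genes rose and 1224 fell in +EMD in the authors' deposited table. In wildtype progenitors, 2617 genes were called in this transition, 1064 of which rose. The lines shared 1437 called genes, 1423 of them in the same direction, and r across genes was 0.62.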

The transition to committed myocytes (day 1 to day 2) caused 2731 genes to be differentially expressed in +EMD cells. In total, 1293 transcripts were differentially expressed upon plating +EMD progenitors at high-density for differentiation (prolif. to day 0; Figure S6), and 1804 genes were differentially expressed during myotube formation and maturation (day 2 to day 3; Figure S6). All differentially expressed transcripts had *q*-value <0.05.

Differentially expressed genes during each transition were determined for EMD^−/y^ myogenic progenitors and each EDMD-causing emerin mutant line. 2753 transcripts were differentially expressed upon the transition of EMD^−/y^ myogenic progenitors from differentiation day 0 to day 1, which is when cell cycle withdrawal should occur. 

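In EMD -/y progenitors, 1544 of these genes rose and 1209 fell in the authors' deposited table. Predicted genes made up 344 of them, or 12.5%. Pearson's r across all genes between this transition in EMD -/y and in wildtype was 0.83, and the slope on the wildtype change was 0.80.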

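From day 1 to day 2, 994 called genes rose and 1446 fell in EMD -/y in the authors' deposited table. Their median change was 2.84-fold. The changes had an r of 0.84 across genes with those in wildtype and a slope of 0.79 on them.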

The transition to myocyte commitment caused 2440 transcripts to be differentially expressed in EMD^−/y^ cells (Figure 7A; day 1 to day 2). In total, 985 transcripts were differentially expressed upon plating EMD^−/y^ myogenic progenitors at high-density (Figure S6; prolif. to day 0). 694 genes were differentially expressed during myotube formation and maturation (day 2 to day 3, Figure S6). 

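In S54F progenitors between day 0 and day 1, 1294 genes rose and 910 fell in the authors' deposited table. Predicted genes made up 15.1% of them. Across all genes, the changes in S54F had an r of 0.54 with those in wildtype. This includes the predicted genes that follow the grouping of libraries, and r with wildtype was not computed for named genes alone in S54F. Among genes with means of at least 10, S54F had an r with EMD -/y of 0.84 for named genes and -0.27 for predicted genes. EMD -/y had one of 0.92 with wildtype for named genes.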

In total, 2204 transcripts were differentially expressed upon the transition of S54F myogenic progenitors from differentiation day 0 to day 1. 

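S54F progenitors had 1253 rising and 1485 falling genes from day 1 to day 2 in the authors' deposited table, and predicted genes made up 7.05% of them. The r with wildtype across genes was 0.76 in this transition.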

The transition to myocyte commitment caused 2738 transcripts to be differentially expressed in S54F cells (Figure 7A; day 1 to day 2). In total, 1046 transcripts were differentially expressed upon plating S54F myogenic progenitors at high-density (Figure S6; prolif. to day 0). 1057 genes were differentially expressed during myotube formation and maturation (day 2 to day 3, Figure S6). In total, 1866 transcripts were differentially expressed upon the transition of Δ95–99 myogenic progenitors from differentiation day 0 to day 1. 

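In Δ95–99, 986 of these genes rose and 880 fell in the authors' deposited table, and predicted genes made up 16.8%. Across genes, predicted genes included, r with the wildtype transition was 0.40. With EMD -/y, r was 0.72 for named genes and -0.40 for predicted genes with means of at least 10.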

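From day 1 to day 2, Δ95–99 progenitors had 1217 rising and 680 falling genes in the authors' deposited table, whereas more genes fell than rose in wildtype. The r with wildtype across genes was 0.58, with a slope of 0.52.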

The transition to myocyte commitment caused 1897 transcripts to be differentially expressed in Δ95–99 cells (Figure 7A; day 1 to day 2). In total, 1203 transcripts were differentially expressed upon plating Δ95–99 myogenic progenitors at high-density (Figure S6; prolif. to day 0). In total, 1324 genes were differentially expressed during myotube formation and maturation (day 2 to day 3, Figure S6). In total, 1405 transcripts were differentially expressed upon the transition of Q133H myogenic progenitors from differentiation day 0 to day 1. 

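In Q133H, 688 of these genes rose and 717 fell in the authors' deposited table, and their median change was 2.96-fold. The r with wildtype across genes, predicted genes included, was 0.14 over this transition. With EMD -/y, r was 0.37 for named genes and -0.49 for predicted genes with means of at least 10.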

The transition to myocyte commitment caused 1261 transcripts to be differentially expressed in Q133H cells (Figure 7A; day 1 to day 2). 

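In the authors' deposited table, 724 of these genes rose and 537 fell in Q133H. Predicted genes made up 4.52% of them. Across genes, r with the wildtype transition was 0.42 and the slope on it was 0.29.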

In total, 930 transcripts were differentially expressed upon plating Q133H myogenic progenitors at high-density (Figure S6; prolif. to day 0). 1179 genes were differentially expressed during myotube formation and maturation (day 2 to day 3, Figure S6). All differentially expressed transcripts had *q*-value <0.05.

Transcripts differentially expressed at each daily transition in differentiating EMD^−/y^ progenitors or each EDMD-causing mutant progenitor line were then compared to wildtype progenitors at each transition. This identified transcripts differentially expressed only in differentiating wildtype or EMD^−/y^ progenitors, or wildtype progenitors and each EDMD emerin mutant progenitor line, or any comparison between all the samples at each transition point (Figure 7B). For example, transcripts that are differentially expressed during wildtype differentiation between day 0 and day 1 of differentiation were compared to the differentially expressed transcripts seen during the transition from differentiation day 0 to day 1 in EMD^−/y^ cells, S54F cells, Δ95–99 cells, and Q133H cells. This comparison yields genes uniquely differentially expressed in wildtype cells, EMD^−/y^ cells, S54F cells, Δ95–99 cells, and Q133H cells during the transition from day 0 to day 1 of differentiation (Figure 7B). This approach also allows for comparisons between all possible combinations to identify differentially expressed genes shared between certain EDMD-causing emerin mutants or uniquely absent from certain EDMD mutant cell lines.

A large number of transcripts were differentially expressed between day 0 and day 2 of differentiation in wildtype, EMD^−/y^, and each EDMD-causing emerin mutant progenitor line (Figure 7B,C), as expected [34]; this is when the differentiation program is initiated and commitment occurs. Of the 2753 transcripts differentially expressed during EMD^−/y^ differentiation days 0 and 1, 2065 transcripts were also altered during wildtype differentiation, and 688 transcripts were uniquely altered in EMD EMD^−/y^ cells (Figure 7B; *q*-value <0.05). 

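All but 1 of the shared genes changed in the same direction in EMD -/y and wildtype. Of the 688 genes called in EMD -/y alone of this pair, 642, or 93.3%, changed with the same sign in wildtype, and 250 of them had a q-value under 0.05 there. A gene that passes a threshold in one line and not in another is not thereby shown to differ, so the difference between the transitions was tested gene by gene. Of 16749 genes tested, 97 changed differently in EMD -/y and wildtype at an adjusted p under 0.05, 41 more positive and 56 more negative in EMD -/y. Among the genes called in EMD -/y and not in wildtype, 677 could be tested, and 36 of them differed, which is 5.32%. The standard errors moved this result most. With each standard error multiplied by 1.5, 10 genes differed in all. In +EMD, 249 of the 688 genes were called as well. The 2 most positive and 2 most negative differences were in predicted genes.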

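The same test was applied to the transition from day 1 to day 2. It covered 16713 genes in EMD -/y, and 173 of these changed differently from wildtype at an adjusted p under 0.05, 135 more positive and 38 more negative. Among those called in EMD -/y and not in wildtype, 559 changed with the same sign in wildtype, which is 92.5%. The difference passed the test for 23 of the 591 that could be tested, or 3.89%. Pttg1 had a log2 fold change of 0.26 in EMD -/y and of -3.26 in wildtype in the authors' deposited tables. The difference of 3.51 (standard error 0.26) had an adjusted p of 4.88e-39.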

In total, 2440 transcripts showed altered expression in EMD^−/y^ cells during the transition from day 1 to day 2 of myogenic differentiation (Figure 7C; *q*-value < 0.05), with 1836 transcripts also altered during wildtype differentiation and 604 transcripts uniquely altered in EMD^−/y^ cells. Of the 2204 transcripts differentially expressed during S54F differentiation days 0 and 1, 1542 transcripts were also altered during wildtype differentiation and 662 transcripts were uniquely altered in S54F cells (Figure 7B; *q*-value <0.05). 

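Of the shared genes, 1425 changed in the same direction in S54F and wildtype. Of the genes called in S54F and not in wildtype, 529, or 79.9%, had the same sign in wildtype, and 303 were called in +EMD. In all, 2131 of 16635 genes changed differently in S54F and wildtype. This includes 145 of the 645 testable genes called in S54F and not in wildtype, or 22.5%. Gapdh, which has a near-identical copy among the mouse transcripts, fell in S54F with a log2 fold change of -1.52 and rose in wildtype with 2.06 in the authors' deposited tables.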

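Between day 1 and day 2, 1508 of 16499 genes changed differently in S54F and wildtype progenitors at an adjusted p under 0.05. Those called in S54F and not in wildtype numbered 1057, of which 962, or 91.0%, had the same sign in wildtype. The difference was significant for 228 of the 1045 that could be tested, or 21.8%. Pttg1, named above for EMD -/y, had a log2 fold change of -0.12 in S54F and -3.26 in wildtype in the authors' deposited tables. Ptprf rose in both lines in the authors' deposited tables, with a log2 fold change of 3.04 in S54F and 0.87 in wildtype. Tuba1c fell in S54F with a log2 fold change of -2.05 and changed by 0.07 in wildtype in the authors' deposited tables.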

In total, 2738 transcripts showed altered expression in S54F cells during the transition from day 1 to day 2 of myogenic differentiation (Figure 7C; *q*-value <0.05), with 1681 transcripts also altered during wildtype differentiation and 1057 transcripts uniquely altered in S54F cells. 

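From day 0 to day 1, 3770 of 16588 genes changed differently in Δ95–99 and wildtype at an adjusted p under 0.05. Among the genes called in Δ95–99 and not in wildtype, 550, or 77.0%, had the same sign in wildtype, and 376 were called in +EMD. The difference passed the test for 232 of 703 such genes, which is 33.0%. Among the genes called in wildtype and not in Δ95–99, it passed for 1119 of 1845.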

Of the 1866 transcripts differentially expressed during Δ95–99 differentiation days 0 and 1, 1152 transcripts were also altered during wildtype differentiation and 714 transcripts were uniquely altered in Δ95–99 cells (Figure 7B; *q*-value <0.05). In total, 1897 transcripts showed altered expression in Δ95–99 cells during the transition from day 1 to day 2 of myogenic differentiation (Figure 7C; *q*-value <0.05), with 1054 transcripts also altered during wildtype differentiation and 843 transcripts uniquely altered in Δ95–99 cells. 

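In this transition, 3946 of 16526 genes changed differently in Δ95–99 and wildtype. The genes called in Δ95–99 and not in wildtype included 684, or 81.1%, that had the same sign in wildtype, and 508 that were called in +EMD. The difference was significant for 416 of 825, or 50.4%. The 2 most positive differences were in Ccnb1 and Ckap2l. In the authors' deposited tables, Ccnb1 had a log2 fold change of -1.68 in Δ95–99 and -5.17 in wildtype, and Ckap2l one of -1.64 in Δ95–99 and -5.30 in wildtype.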

Of the 1405 transcripts differentially expressed during Q133H differentiation days 0 and 1, 805 transcripts were also altered during wildtype differentiation and 600 transcripts were uniquely altered in Q133H cells (Figure 7B; *q*-value <0.05). 

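Of the shared genes, 541 changed in the same direction in Q133H and wildtype. Of the genes called in Q133H and not in wildtype, 377, or 62.8%, had the same sign in wildtype, and 180 were called in +EMD. The changes in Q133H and wildtype differed for 4970 of 16404 genes, including 295 of the 595 testable genes called in Q133H and not in wildtype, or 49.6%. For comparison, 3106 of 16505 genes changed differently in +EMD and wildtype. In +EMD, Slc7a11 had a log2 fold change of -4.38 and Vcam1 one of 1.22 in the authors' deposited table, against -0.44 and -0.90 in wildtype.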

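From day 1 to day 2, the changes in Q133H and wildtype differed for 4472 of 16248 genes at an adjusted p under 0.05, and those in +EMD and wildtype for 3520 of 16567. As for the genes called in Q133H and not in wildtype, 389, or 66.3%, had the same sign in wildtype, and 230 were called in +EMD. The difference passed the test for 292 of 576, which is 50.7%. Csrp1 had a log2 fold change of 0.45 in Q133H and -1.27 in wildtype in the authors' deposited tables. Pttg1 had one of 0.17 in Q133H and -3.26 in wildtype. In +EMD, Mki67 had a log2 fold change of -1.85 in the authors' deposited table, against -5.74 in wildtype.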

In total, 1261 transcripts showed altered expression in Q133H cells during the transition from day 1 to day 2 of myogenic differentiation (Figure 7C; *q*-value <0.05), with 674 transcripts also altered during wildtype differentiation and 587 transcripts uniquely altered in Q133H cells. 

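In the transition from day 0 to day 1, 477 genes were called in wildtype, EMD -/y, and all 3 mutant lines, and in the transition from day 1 to day 2 the number was 516. The genes called in EMD -/y and all 3 mutant lines but not in wildtype were counted next, with the tests of each line's difference from wildtype beside them. The comparisons with wildtype share the same wildtype libraries.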

To identify genes implicated in the impaired differentiation of EDMD, transcripts differentially expressed between wildtype progenitors and each EDMD-causing emerin mutant progenitor line and EMD^−/y^ cells were compared during these transitions. This identified 64 transcripts and 40 transcripts differentially expressed in each EDMD mutant and EMD^−/y^ cells during transitions day 0 to day 1 and day 1 to day 2, respectively (Figure 7B,C).

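Of the 64 genes, 19 rose and 26 fell in all 4 lines, and the other 19 changed in EMD -/y in the direction opposite to the mutant lines. Of these 19, 18 were predicted genes. In wildtype, 44 of the 45 genes with one direction had the same sign, 14 of them with a q-value under 0.05. The change differed from wildtype in all 4 lines for 11 of the 64 genes, and in EMD -/y for 13. In +EMD, 47 of the 64 were called, 37 of them in the direction of all 4 lines. Of the 40 genes of the later transition, 21 rose and 16 fell in all 4 lines, 35 of these 37 had the same sign in wildtype, and 30 of the 40 were called in +EMD. The change differed from wildtype in all 4 lines for 1 of the 40 genes. Without the fold threshold, 263 and 195 genes were called in all 4 lines and not in wildtype, and without predicted genes, an alternative chosen after seeing the data, the 64 became 41. Abcb1a, one of the genes with the largest rise from day 0 to day 1, had a log2 fold change of 3.00 in EMD -/y, 2.50 in S54F, 2.02 in Δ95–99, 2.07 in Q133H, and 2.75 in +EMD in the authors' deposited tables. Adgrf4, among those with the largest fall, had a log2 fold change of -2.20 in EMD -/y and -2.58 in +EMD in the authors' deposited tables. From day 1 to day 2, Kcnj2 rose in EMD -/y with a log2 fold change of 1.95 and in Q133H with 1.81, and changed by 0.03 in +EMD in the authors' deposited tables. Nefl fell with a log2 fold change of -2.58 in EMD -/y and -2.88 in +EMD in the authors' deposited tables. For 719 predicted genes with means of at least 10, r between the changes of EMD -/y and S54F from day 0 to day 1 was -0.27, against 0.84 for 12485 other genes. Between EMD -/y and Δ95–99, r was -0.40 for predicted genes and 0.72 for the others. With Q133H the values were -0.49 and 0.37, so named genes followed EMD -/y less closely there.

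**Figure D3:**
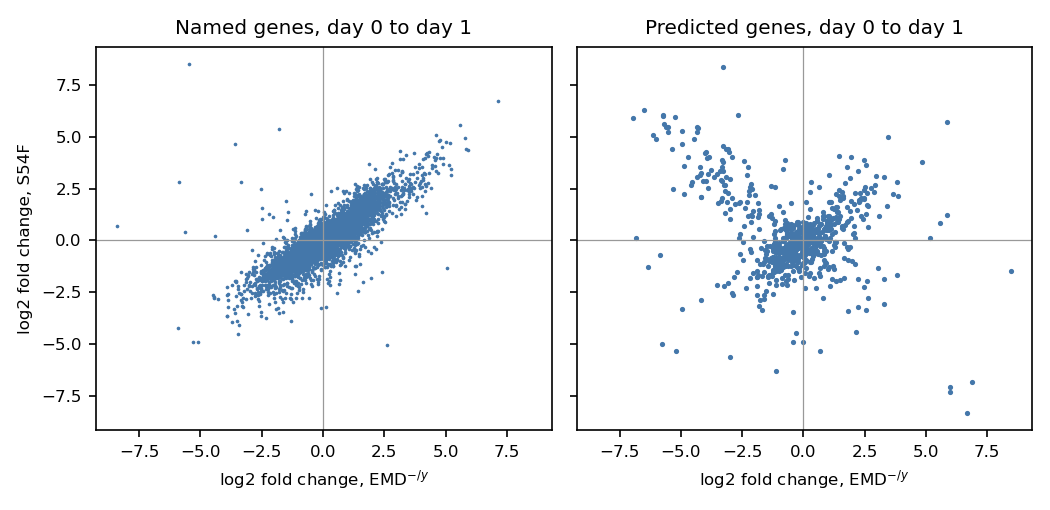
Log2 fold change from day 0 to day 1 in EMD -/y (x axis) and S54F (y axis) for named genes (left) and predicted genes (right), with 1 point per gene with means of at least 10 in both comparisons. Named genes follow the diagonal with an r of 0.84, and many predicted genes lie in the quadrants of opposite sign, with an r of -0.27.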

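Of the genes called in EMD -/y, S54F, Δ95–99, and Q133H and not in wildtype, 17 were not called in +EMD in the transition from day 0 to day 1, and 10 in the transition from day 1 to day 2. Without predicted genes, the later transition had 38 genes, 29 of which were called in +EMD. The lists of genes written before the data were examined were applied to each transition in all 6 lines.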

KEGG pathway analysis identified KEGG pathways enriched in the EDMD-causing emerin mutants, but absent from +EMD cells at each differentiation transition. These were compared to identify those pathways that were shared only amongst the differentiating EDMD-causing mutant myogenic progenitors (Figure 7D). The shared pathways are predicted to be important for the EDMD disease mechanism. Pathways enriched among all EDMD mutants during differentiation transition day 0 to day 1 were ribosome, apelin signaling pathway, HIF-1 signaling, and metabolic pathways (Figure 7D). 

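Of 24 HIF-1 target genes, 12 were called from day 0 to day 1 in S54F, 8 higher and 4 lower, with an adjusted p of 8.4e-05 from Fisher's exact test over all lists. In Δ95–99, 8 were higher and 3 lower, with an adjusted p of 0.00011, and in Q133H 9 were higher and 2 lower, with an adjusted p of 1.11e-05. In EMD -/y, 12 were higher and 2 lower, with an adjusted p of 1.85e-05. Wildtype had 11 higher and 1 lower, with an adjusted p of 0.00154, and +EMD 8 higher and 3 lower of 25, with an adjusted p of 0.000711. Adjusted over the list alone, 12 of the HIF-1 target genes were called in wildtype, 14 in EMD -/y, 12 in S54F, 11 in Δ95–99, 11 in Q133H, and 11 in +EMD. Of the ribosomal protein genes, 4 of 82 were called in wildtype, 5 of 82 in EMD -/y, 4 of 81 in S54F, 4 of 82 in Δ95–99, 3 of 81 in Q133H, and 5 of 81 in +EMD, and the same numbers passed when adjusted over the list alone. The share of called genes among them was below that of the other genes in wildtype, with an adjusted p of 0.00647, and was also lower in S54F, at 4.94% against 12.6%, where the adjusted p was 0.137. Rps13 and Rpl5 were chosen after their values were seen. Rps13 rose in wildtype with a log2 fold change of 1.22 and in EMD -/y with 1.41, and fell in S54F with -2.42, in Δ95–99 with -2.45, in Q133H with -1.94, and in +EMD with -2.31 in the authors' deposited tables, and it is among the genes whose direction follows the grouping of libraries seen in predicted genes. Rpl5 fell in S54F with a log2 fold change of -1.30 and in +EMD with -1.22, and rose in wildtype with 0.57 in the authors' deposited tables. Without the fold threshold, 42 ribosomal protein genes had a q-value under 0.05 in S54F, 44 in wildtype, and 45 in +EMD. Hif1a had a log2 fold change of 0.18 in S54F, 0.24 in Δ95–99, and 0.25 in Q133H in the authors' deposited tables, none of them called. The paper predicts that pathways shared by the mutant lines and absent from +EMD are important for the disease mechanism.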

The Rap1 signaling pathway and tight junction pathway were both enriched in two of the three EDMD emerin mutant lines, with Rap1 enriched in Δ95–99 and S54F, and tight junction enriched in S54F and Q133H. 

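Of 54 genes of the p53 pathway, 25 were lower and none higher at day 2 than at day 1 in wildtype progenitors, with an adjusted p of 7.79e-07 from Fisher's exact test over all lists. In EMD -/y, 21 were lower, with an adjusted p of 3.4e-05. S54F had 20 lower and 1 higher, with an adjusted p of 0.000268. In Δ95–99, 9 were lower and 2 higher, with an adjusted p of 0.142, and in Q133H 8 were lower and 3 higher, with an adjusted p of 0.00829. +EMD had 14 lower and 1 higher, with an adjusted p of 0.0814. Adjusted over the list alone, 26 genes of the p53 pathway were called in wildtype, 22 in EMD -/y, 21 in S54F, 11 in Δ95–99, 11 in Q133H, and 15 in +EMD. Of 38 genes of homologous recombination, 17 were lower in wildtype, 16 in EMD -/y, 19 in S54F, 12 in Δ95–99, 14 in Q133H, and 18 in +EMD. The adjusted p for homologous recombination was 0.00011 in wildtype, 1.11e-05 in S54F, 2.68e-06 in Q133H, and 8.22e-06 in +EMD. The number of homologous recombination genes called when adjusted over the list alone was 17 in wildtype, 16 in EMD -/y, 19 in S54F, 12 in Δ95–99, 14 in Q133H, and 19 in +EMD. The difference in the number of called genes between lines was not tested. The p53 list had 42 genes with a q-value under 0.05 in wildtype and 36 in Δ95–99 when no fold threshold was set.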

Pathways enriched amongst all EDMD mutants during differentiation transition day 1 to day 2 were the p53 signaling pathway and homologous recombination. The PI3K-Akt signaling pathway was enriched in Δ95–99 and S54F cell lines.

## 4. Discussion

In this study, we utilized lentiviral delivery to express EDMD-causing emerin mutants (S54F, Δ95–99, and Q133H) in an EMD^−/y^ myogenic progenitor background. We next differentiated wildtype, EMD^−/y^, and +EMD progenitors to validate our experimental approach. The differentiation index and myotube formation were successfully rescued to wildtype levels in +EMD progenitors, while +EMD progenitors failed to rescue cell cycle withdrawal after 24 h of differentiation. This indicates emerin may not be important for regulating cell cycle exit, but rather regulate later differentiation transitions. This is similar to the effects we previously saw upon treatment with pharmacological activators of HDAC3 activity [30], histone acetylase inhibitors [38], and inhibitors of ERK activity [30]. Collectively, the results presented here, combined with our earlier studies [30,34,35,36,38], strongly support emerin regulating transcriptional reprograming events early in differentiation to impact myoblast commitment and myotube formation through its functional interaction with HDAC3.

The genome undergoes dynamic reorganization during stem cell differentiation and development to regulate the coordinated temporal expression of differentiation genes [42,43,44]. It has been reported that active genes localize towards the nuclear interior whereas repressed genes preferentially localize at the nuclear periphery [43,45,46]. Activation, commitment, and differentiation of myogenic progenitors are controlled by various epigenetic mechanisms, which include histone modifications, RNA-associated silencing, and DNA methylation [42,44,47]. The importance of histone acetylation and deacetylation in the regulation of myogenesis has been established [48,49,50,51]. Although global histone acetylation decreases progressively during myogenesis, a subset of genes, such as MyoD target genes, show increased histone acetylation upon differentiation [48,52,53] concomitant with their expression. To date, class 1 and class 2 HDACs have been repeatedly reported to function in different phases of myogenesis. The results presented here, combined with our previous work [15,30,34,36,38], support an important role for emerin in activating HDAC3 activity to decrease histone acetylation during myogenic differentiation. We propose this interaction mediates the establishment, recruitment, and maintenance of repressed chromatin at the nuclear lamina [30], and that this reorganization of the genome at the nuclear lamina during differentiation induction is required for transcriptional reprogramming. 

HDAC3 is the only reported binding partner that is altered in all four “special” EDMD-causing emerin mutations (Q133H, P183H, S54F, and Δ95–99) [15]. This highlights the direct binding and functional interaction between HDAC3 and emerin may be important for the EDMD disease mechanism. Our studies revealed EDMD-causing emerin mutants Δ95–99 and Q133H exhibit impaired differentiation. After 24 h of differentiation induction, Δ95–99 and Q133H cells fail to commit to differentiation; they fail to express MyHC, a terminal marker for differentiation; and fail to form mature myotubes. Notably, both of these mutants fail to bind HDAC3 [15]. EDMD-causing emerin mutant S54F also failed to rescue cell cycle withdrawal, the differentiation index, and myotube formation. Surprisingly M179, an emerin mutant not linked to EDMD, also failed to rescue cell cycle withdrawal, the differentiation index and myotube formation. The M179 mutant contains two alanine-substitutions at position 179 and 180 for leucine and serine. Although these mutants also disrupt binding to other partners [13,15,16,17,18,19,20,37,54], only failure to bind HDAC3 is shared between all of the mutants tested here. We propose perturbation of this interaction in the EDMD-causing emerin mutants results in failure in genomic reorganization and failure to transcribe genes required for myoblast commitment and myotube formation. Supporting this hypothesis, inhibition of HDAC3 catalytic activity by RGFP966 blocked MyHC expression and myotube formation in both differentiating wildtype and EMD^−/y^ myogenic progenitors [30]. It will be important to determine how emerin regulates genomic organization via HDAC3 regulation to affect transcriptional reprogramming. Understanding how specific molecular pathways are impacted by disruption of the functional interaction of emerin with HDAC3 will also be important for elucidating the mechanism(s) underlying the impaired differentiation seen in EDMD-causing mutants.

Emerin mutants M179, S54F, and Q133H all showed an increased number of cells cycling 24 h after differentiation induction compared to EMD^−/y^ progenitors. Δ95–99 myogenic progenitors were similar to EMD^−/y^ cells in their cell cycle exit. We predict this failure of M179, S54F, and Q133H progenitors to exit the cell cycle is caused by binding to germ cell-less (GCL). GCL is a transcriptional repressor that binds the DP3 subunit of the E2F–DP3 heterodimer to inactivate E2F–DP3-mediated transcription [55] and inhibit entry into S-phase. GCL binds directly to emerin via Regulator Binding Domains (RBD) 1 and RBD-2 in emerin [18]. We predict GCL and HDAC3 compete for binding emerin based upon their overlapping binding sites. There is precedent for this, as GCL and BAF compete for binding to emerin [18].

Entry into the cell cycle is regulated by the G1/S checkpoint, which is also called the restriction point [56,57]. Passage of the restriction point requires activation of E2F–DP, which transcribes many cell cycle genes [58,59,60,61,62,63]. Rb binding to the E2F–DP heterodimer is known to convert E2F–DP from a potent transcription activator to a potent transcription repressor [64,65,66]. Only hypophosphorylated Rb binds to the E2F–DP heterodimer [67,68,69,70]. Rb-bound E2F–DP then recruits HDACs to repress the chromatin to which it is bound.

In our model, increased hyperphosphorylated Rb in EMD^−/y^ mice is the primary driving force for passage through the restriction point in EMD^−/y^ mice, as first described by Melcon and colleagues [27]. Here, increased hyperphosphorylated Rb caused increased E2F-mediated transcription that persisted after differentiation induction. This delay eventually resolved after a few days and myotubes eventually formed in vitro and in vivo. These events were predicted to be a compensatory mechanism allowing skeletal muscle formation and regeneration to occur in EMD^−/y^ mice, which have surprisingly mild phenotypes [27,28]. In our model, emerin can bind HDAC3 and GCL in EMD^−/y^ progenitors expressing wildtype emerin. GCL binding sites at the nuclear envelope would not be saturated because HDAC3 and GCL compete with each other for emerin binding. In this model there would be insufficient recruitment of GCL to alter the dynamics of E2F–DP-mediated transcription activation in the presence of high levels of Rb and hyperphosphorylated Rb in EMD^−/y^ cells. Δ95–99 fails to bind GCL and HDAC3, so this mutant behaves just like the EMD^−/y^ parental cell line. In M179-, S54F-, or Q133H-expressing EMD^−/y^ progenitors, these mutants retain their ability to bind GCL but fail to bind HDAC3. Thus, emerin can bind more GCL, thereby releasing more GCL from E2F–DP to further increase the expression of E2F–DP-regulated genes that allow for passage through the restriction point.

We predict HDAC3 also plays a role in repressing transcription of cell cycle genes, but it is unclear whether it acts with Rb or GCL to repress E2F-regulated transcripts in cycling cells or if it acts to stably repress E2F-regulated chromatin in permanently arrested cells, like myotubes. Our data would suggest the latter. Thus, it will be important to test whether HDAC3 association with emerin plays a role in the compensatory mechanisms predicted to help stabilize repressed chromatin containing E2F-regulated genes, and if this is required for permanent cell cycle arrest. It will also be important to determine the dynamics of GCL and HDAC3 competition for emerin binding and how this affects passage through the restriction point. Whether expression of wildtype emerin in EMD^−/y^ cells alters Rb phosphorylation dynamics will also need to be tested.

Emerin mutants Q133H and Δ95–99 had less MyHC expression after 48 h and formed fewer myotubes after 72 h of differentiation than EMD^−/y^ cells. S54F and M179 were similar to EMD^−/y^ cells in differentiation index and myotube formation. Both S54F and M179 bind normally to lamin A, whereas Q133H and Δ95–99 disrupt binding to lamin A [71]. We speculate that failure to bind lamin A in Q133H and Δ95–99 mutants contributes to their decreased differentiation. One possibility is loss of lamin A binding to emerin may impair nuclear structure [72,73], which may lead to increased senescence or death and subsequently less myotubes. Failure of lamin A to bind Q133H and Δ95–99 mutants may also disrupt stabilization of repressed chromatin at the nuclear periphery [74,75], which may affect the expression of genes important for myoblast commitment and myotube formation. Q133H and Δ95–99 also fail to self-assemble into curvilinear structures in vitro [26], suggesting this failure could contribute to a more severe phenotype either due to an unstable emerin conformation or due to failure to bind an unidentified protein that regulates myogenic differentiation. Another hypothesis would involve compensatory mechanisms via other inner nuclear membrane proteins such as Lap2β [27,29] and Lap1 [76]. Lap2β is similar to emerin in its LEM, transmembrane, and nucleoplasmic domains [1,71]. Both these proteins show some functional redundancy with emerin and their expression levels are upregulated in the absence of emerin [76,77]. It is possible that Lap1 and Lap2β are compensating for loss of some functions in EMD^−/y^ cells that may involve binding to and repressing an unknown partner at the inner nuclear membrane. In this functional redundancy model, expression of the Q133H and Δ95–99 mutants in the EMD^−/y^ cells specifically alters binding to this unknown partner and more of the partner is now active to negatively repress myogenic differentiation. Alternatively, release of this partner from emerin now allows it to bind to Lap2β or Lap1 and displaces other binding partners on these proteins that negatively impact myogenic differentiation.

The transcriptomic analysis of the EDMD-causing emerin mutants uncovered pathways implicated in myogenic differentiation. Members of the Hippo family play vital roles in skeletal muscle development [78], organ size control [79], and tissue regeneration [80] in mammalian cells. Two transcriptional cofactors within the Hippo pathway, Yap (*Yap1*) and Taz (*Wwtr1*), primarily regulate gene expression by binding Tead1–4 transcription factors. Together Yap, Taz, and Teads form the core of the Hippo signal transduction network, which includes the Hippo kinase cascade, comprising kinases Mst1 (*Stk4*), Mst2 (*Stk3*), Lats1, and Lats2 [80,81,82]. Yap and Taz were shown to regulate myoblast proliferation and terminal differentiation in regenerating myoblasts in vivo and in satellite cells derived from isolated mouse muscle fibers [83,84,85]. Increased Yap and Taz expression is associated with myogenic progenitor proliferation [83,85,86]. Sustained Yap upregulation is sufficient to inhibit the terminal differentiation program vital for myocyte fusion and formation of myofibers [85,86]. Interestingly, sustained Taz upregulation enhances terminal differentiation of myoblasts in vitro and in vivo [87,88,89]. Yap was recently shown to contribute to the pathogenesis in muscular dystrophy, as increased nuclear localization of Yap is seen in lamin-A-related congenital muscular dystrophy (L-CMD) [90]. 

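The transcript of Yap1 was compared with wildtype at each day. At day 1, its log2 fold change was -0.04 in EMD -/y with a q-value of 0.91, 0.15 in S54F with 0.19, 0.18 in Δ95–99 with 0.074, and 0.18 in Q133H with 0.09, as listed in the authors' deposited tables. At day 2, the authors' deposited tables give 0.15 in EMD -/y, 0.19 in S54F with a q-value of 0.021, 0.12 in Δ95–99, and 0.12 in Q133H. None of these passed the fold threshold. The median log2 fold change of the Yap target genes at day 1 was 0.05 in EMD -/y, -0.16 in S54F, -0.24 in Δ95–99, and -0.02 in Q133H. At day 2, it was 0.11 in EMD -/y, -0.04 in S54F, 0.10 in Δ95–99, and 0.03 in Q133H, where 9 of the 22 genes were called higher and 1 lower, with an adjusted p of 0.178 from Fisher's exact test over all lists. Localization of the protein was not measured by sequencing.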

Our analysis also revealed significant upregulation of Yap expression and activity along with upregulation of several other pathways’ components in the EDMD-causing emerin mutants, suggesting there is increased Yap localization in the nucleus that promotes proliferation activity and inhibits the differentiation program [83]. Therefore, one can speculate that persistent activation of Yap in the EDMD-causing emerin mutants has negative effects on myogenic differentiation.

There is increasing evidence suggesting extracellular matrix (ECM) components are essential signaling mediators in the satellite cell niche, both for the maintenance of satellite cell identity and regulation of its activation [91,92]. Heparan sulfate proteoglycans syndecan-3 and syndecan-4 regulate satellite cell activation and satellite cell self-renewal is impaired in syndecan-4 knockout mice [93,94]. The ECM provides stimuli for muscle cell development, which is independent of the expression of muscle-specific transcription factors Myf-5 and MyoD [93,95,96]. During differentiation, heparan sulfate proteoglycans interact with multiple growth factors in the muscle basal lamina, including insulin-like growth factor (IGF), fibroblast growth factor (FGF), hepatocyte growth factor (HGF), and transforming growth factor beta (TGF-β), which are well established regulators of satellite cell proliferation and differentiation [92,97,98]. The dynamic expression of heparan sulfate proteoglycans during skeletal muscle regeneration and differentiation likely reflects different functions for these complex molecules [99,100]. EDMD-causing emerin mutants showed significantly decreased expression for collagen, laminin, von Willebrand factor, thrombospondin 1, reelin, and vitronectin, revealing alterations in the ECM–receptor pathway needed for regulation of cellular events vital for muscle growth, repair and to mediate cell–cell adhesion during skeletal muscle regeneration. 

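At day 1, Reln was higher than wildtype in all 4 lines in the authors' deposited tables, with a log2 fold change of 1.85 in EMD -/y, 3.39 in S54F, 1.35 in Δ95–99, and 2.23 in Q133H. The log2 fold change of Thbs1 was 0.23 in S54F, 0.45 in Δ95–99, and -0.27 in Q133H in the authors' deposited tables, and none was called, while at day 2 it was called higher in Δ95–99 with 1.85 and in Q133H with 1.10. Vwf was called lower only in Q133H, with a log2 fold change of -3.54 and a q-value of 3.3e-05 in the authors' deposited table, and had log2 fold changes of -0.81 in S54F and -0.92 in Δ95–99. For Vtn, the authors' mean was at most 4.95 normalized counts in any of the day 1 tables, which were normalized separately, and no change was called, while at day 2 Vtn was called lower in Q133H with a log2 fold change of -3.17 in the authors' deposited table. Col1a1, chosen after its values were seen, was lower at day 1 in the authors' deposited tables, with a log2 fold change of -1.08 in S54F, -2.39 in Δ95–99, -3.33 in Q133H, and -2.47 in +EMD, and 0.92 in EMD -/y, where it was not called. At day 2, of the collagen genes, 3 were called lower and 4 higher in S54F, 9 lower and 8 higher in Δ95–99, and 13 lower and 7 higher in Q133H, and the medians were 0.25, -0.15, and -0.27.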

Laminin is essential for key processes that occur during differentiation, where it enhances myoblast proliferation, migration, and alignment involved in myotube formation; absence of laminin impairs myogenic differentiation [101]. In EDMD, this would be predicted to cause aberrant myogenic regeneration due to the altered response of myogenic progenitors to the available growth factors needed for progenitor activation and myotube formation [102,103,104].

Apelin is locally produced by skeletal muscle fibers in response to exercise and acts locally to improve muscle metabolism and function [105]. Apelin is expressed, secreted, and responsive to exercise-activated signaling pathways in cultured human primary myotubes [105]. Apelin also stimulates energy expenditure by increasing vascular mass and mitochondrial biogenesis [106]. Several lines of evidence indicate mitochondrial activity and function are linked to myogenic differentiation [107,108,109,110,111]. Mitochondrial activity is increased when myoblasts differentiate into myotubes [112,113,114]. During myogenesis, there is a metabolic shift from glycolysis to oxidative phosphorylation as the major energy source, suggesting this metabolic shift may be a crucial event that regulates cell differentiation [115,116,117,118,119]. 

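From day 0 to day 1, Apln fell in wildtype with a log2 fold change of -1.99, in Δ95–99 with -1.32, and in +EMD with -1.72, and these changes were called in the authors' deposited tables. The authors' deposited tables give -1.19 in EMD -/y, -0.78 in S54F, and 0.13 in Q133H, none of them called. From day 1 to day 2, Apln was called lower in all 6 lines, with log2 fold changes between -2.02 and -1.24 in the authors' deposited tables. Against wildtype at day 1, it was called in Q133H alone, with a log2 fold change of 1.97 in the authors' deposited table. For energy metabolism, the genes of the mitochondrial respiratory chain were examined at day 2. Their median log2 fold change against wildtype was 0.07 in EMD -/y, 0.02 in S54F, -0.52 in Δ95–99, -0.63 in Q133H, and -0.39 in +EMD. Of 78 genes in Q133H, 4 were called lower, a smaller share than among the other genes, with an adjusted p of 1.26e-05 from Fisher's exact test over all lists.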

Our analysis revealed that EDMD-causing emerin mutants show alterations in apelin and associated metabolic pathways, suggesting that these pathways may be responsible for a metabolic shift that impairs myogenesis due to diminished energy utilization. The function of Hypoxia-inducible factor 1α (HIF1α) in myoblasts has been controversial. Two groups revealed hypoxia-induced HIF1α accumulation inhibited myoblast differentiation [120,121], whereas another study revealed that HIF1α knockdown inhibited myoblast differentiation in normoxic conditions [122]. A recent study reported that HIF1α inhibited ischemia-induced muscle regeneration by inhibiting Wnt signaling [121]. Collectively, the function of HIFs in muscle stem cells in vivo is not well understood. Whether Apelin or HIF-1 signaling are important in the impaired myogenic differentiation seen in EDMD remains to be determined.

## 5. Conclusions

These studies show, for the first time, that emerin mutations found in EDMD patients cause impaired myogenic differentiation. The impaired differentiation is likely caused by loss of HDAC3 binding, since these mutants share in their failure to bind HDAC3. The use of these individual mutants allowed for a robust approach to identifying pathways implicated in the impaired differentiation in EDMD. Using this approach, we narrowed the implicated pathways to four to six pathways. Future studies to independently test each of these pathways will be needed to confirm their involvement in the impaired differentiation seen in EDMD.

## Figures and Tables

**Figure 1:**
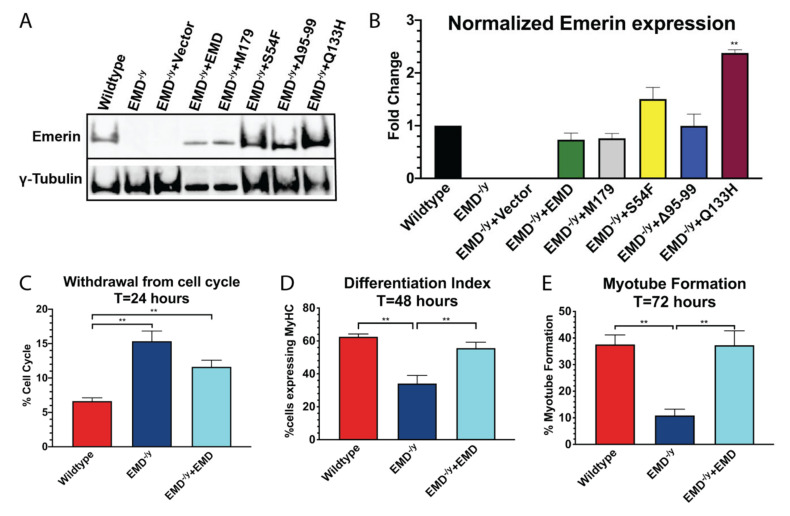
Transduction with emerin rescues differentiation in EMD^−/y^ myogenic progenitors. (**A**) Antibodies against emerin and γ-tubulin confirmed successful expression of lentiviral targets; (**B**) Densitometry was performed, and emerin protein levels in each cell line were normalized to γ-tubulin. Levels of emerin in each cell line was then normalized to wildtype cell line. (**C**) Wildtype (red), EMD^−/y^ (dark blue) and +EMD (cyan) myogenic progenitors were induced to differentiate by serum withdrawal, and withdrawal from cell cycle was monitored at 24 h by measuring the incorporation of EdU; (**D**) The differentiation index was assessed at 48 h by determining the percentage of cells expressing MyHC; (**E**) Myotube formation was determined at 72 h by measuring the percentage of myotubes containing at least 3 nuclei and expressing MyHC; *p < 0.05, **p < 0.02.

**Figure 2:**
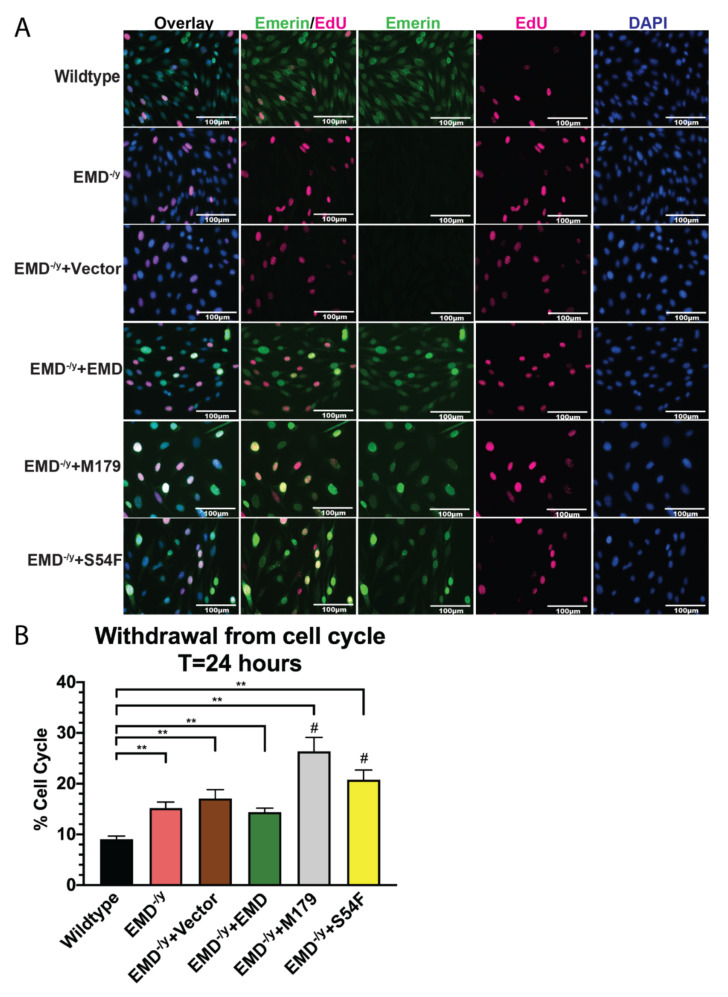
S54F and M179 emerin mutant myogenic progenitors fail to exit the cell cycle. (**A**) Immunofluorescence images at 24 h post differentiation induction. Emerin is shown in green, EdU is shown in pink, and nuclei are blue. Scale bar: 100 µm. (**B**) Cell cycle withdrawal at 24 h post differentiation induction. **p < 0.02; #*p* < 0.05 in comparison to +EMD.

**Figure 3:**
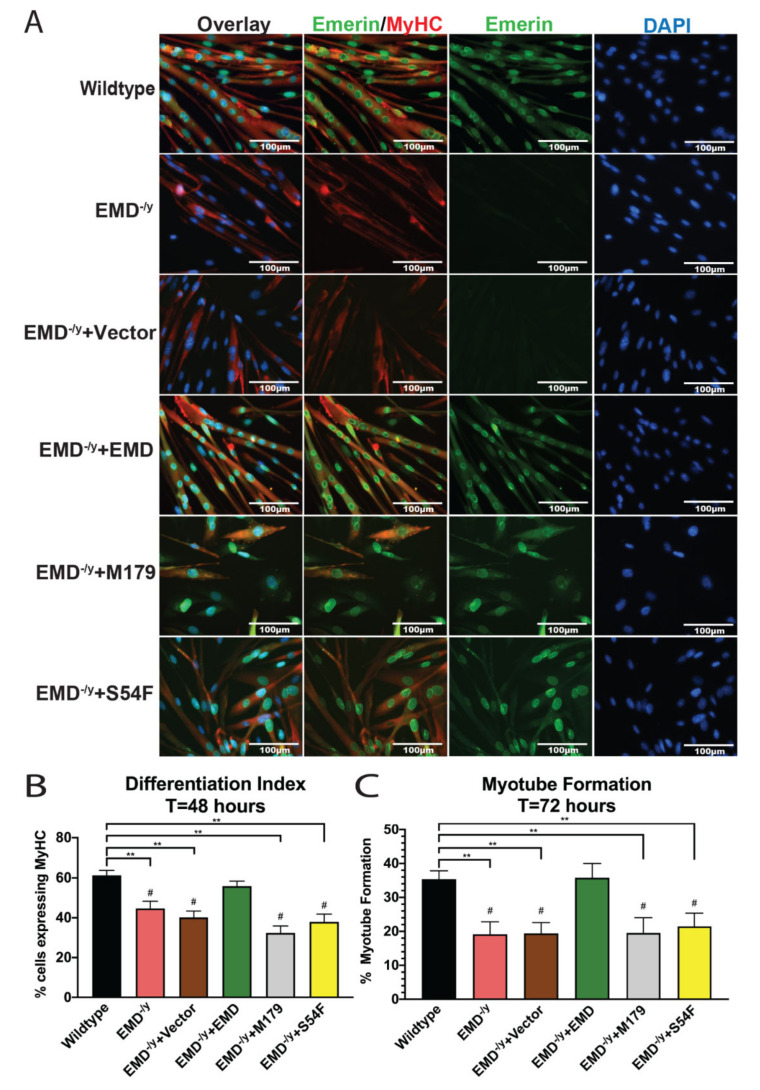
Emerin mutant myogenic progenitors M179 and S54F fail to form mature myotubes. (**A**) Immunofluorescence images at 72 h post differentiation induction. Scale bar: 100 µm. (**B**) The differentiation index at 48 h post differentiation induction. Emerin mutant progenitors M179 and S54F fail to rescue the differentiation index. (**C**) Myotube formation at 72 h after differentiation induction. Emerin mutant progenitors M179 and S54F fail to form mature myotubes after 72 h. **p < 0.02; #*p* < 0.05 in comparison to +EMD.

**Figure 4:**
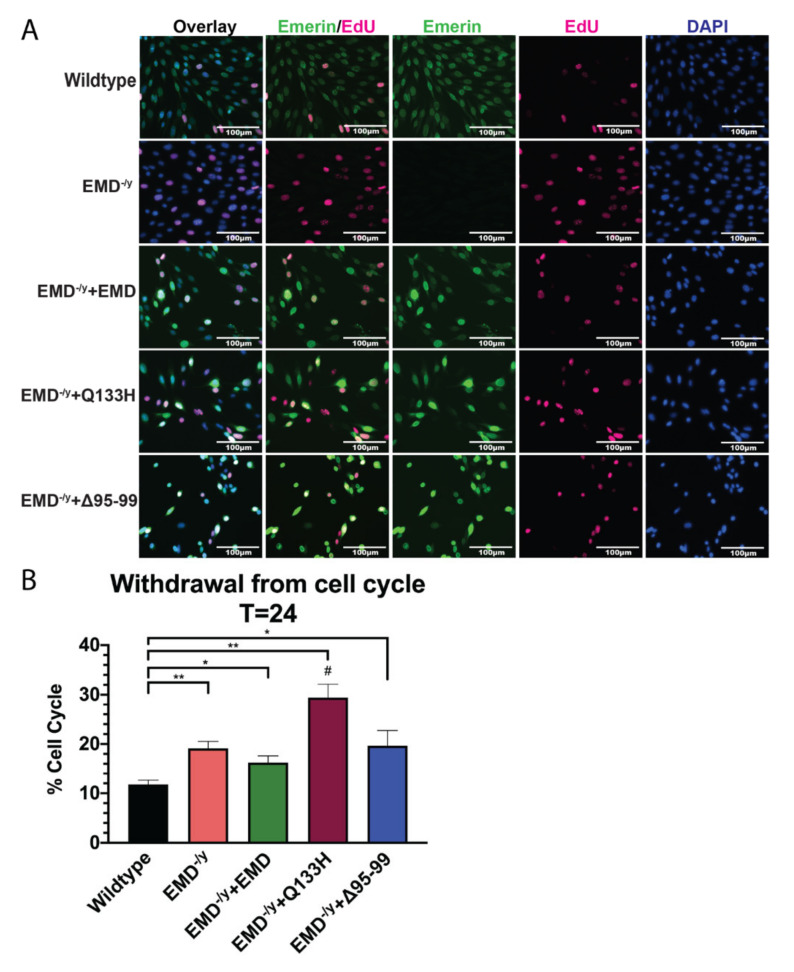
Cell cycle exit is impaired in EDMD-causing emerin mutant progenitors Δ95–99 and Q133H at 24 h post differentiation induction. (**A**) Immunofluorescence images at 24 h post differentiation induction. Scale bar: 100 µm. (**B**) Cell cycle withdrawal at 24 h after differentiation induction. Q133H and Δ95–99 emerin mutant myogenic progenitors fail to withdraw from the cell cycle. *p < 0.05, **p < 0.02; #*p* < 0.05 compared to +EMD.

**Figure 5:**
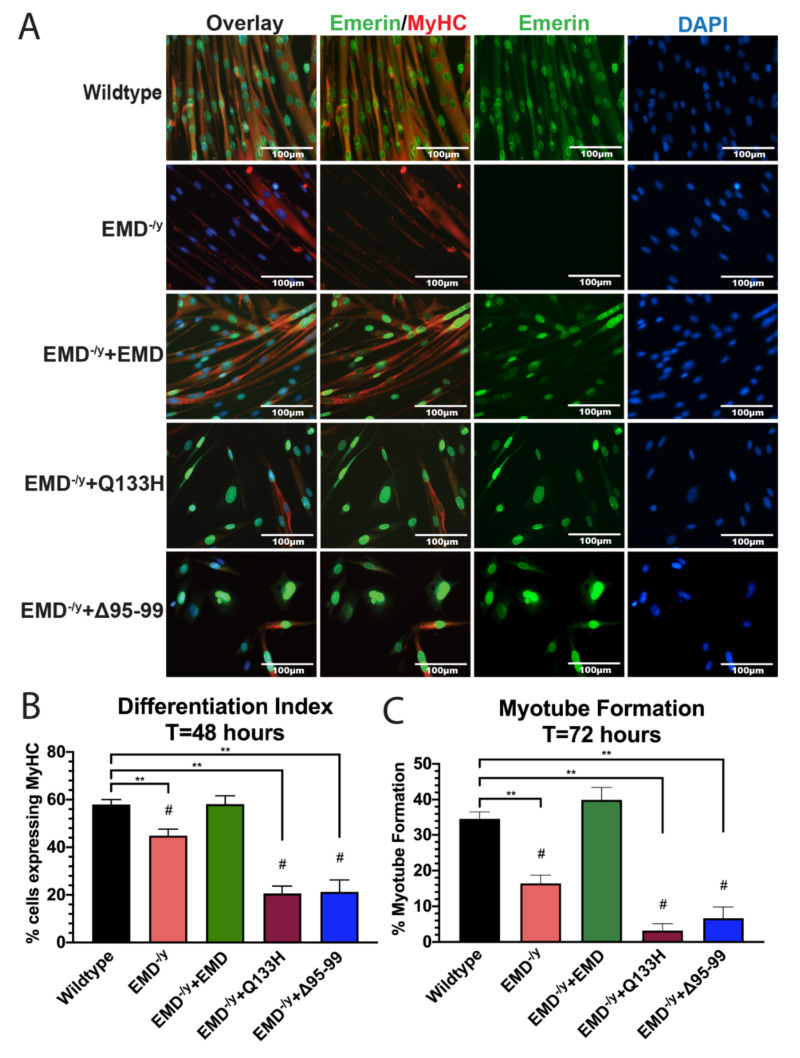
EDMD-causing emerin mutant myogenic progenitors Q133H and Δ95–99 display impaired myogenic differentiation. (**A**) Immunofluorescence images at 72 h post differentiation induction. Scale bar: 100 µm. (**B**) The differentiation index was calculated at 48 h after differentiation induction. Both Q133H and Δ95–99 showed decreased MyHC expression compared to wildtype cells. (**C**) Myotube formation was assessed at 72 h after differentiation induction. Both EDMD-causing emerin mutants completely failed to fuse and form myotubes after 72 h of differentiation. **p < 0.02; #*p* < 0.05 compared to +EMD.

**Figure 6:**
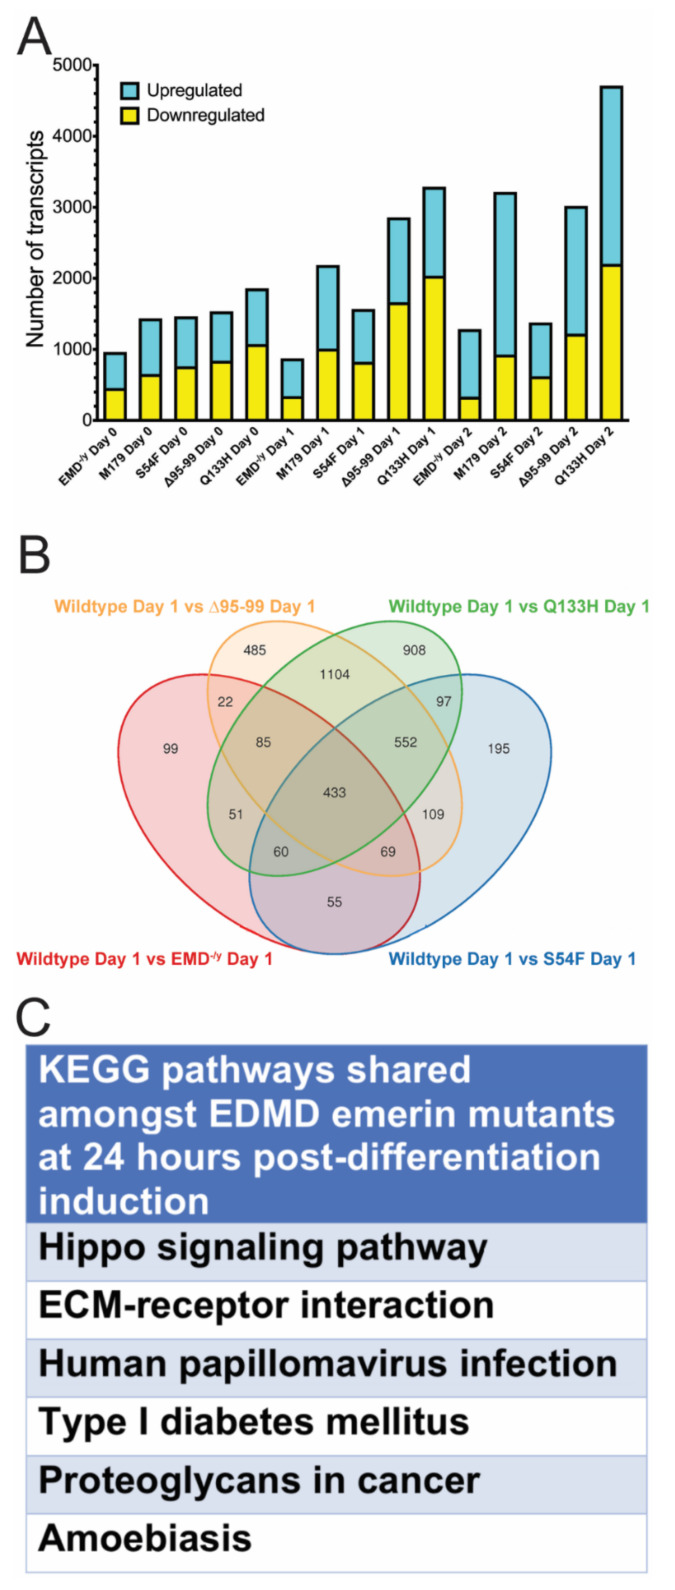
Significant changes in the transcriptome are seen during differentiation of EDMD mutant myogenic progenitors. (**A**) Differentially expressed transcripts were identified by comparing wildtype progenitors to EMD^−/y^ myogenic progenitors or each EDMD mutant myogenic progenitor at each differentiation day. **Blue**—upregulated transcripts; **Yellow**—downregulated transcripts. (**B**) Venn diagrams illustrating differentially expressed genes shared between one or more EDMD mutant progenitor one day after differentiation induction. (**C**) KEGG pathway analysis showing pathways enriched in EDMD emerin mutants, but not present in +EMD progenitors one day after differentiation induction.

**Figure 7:**
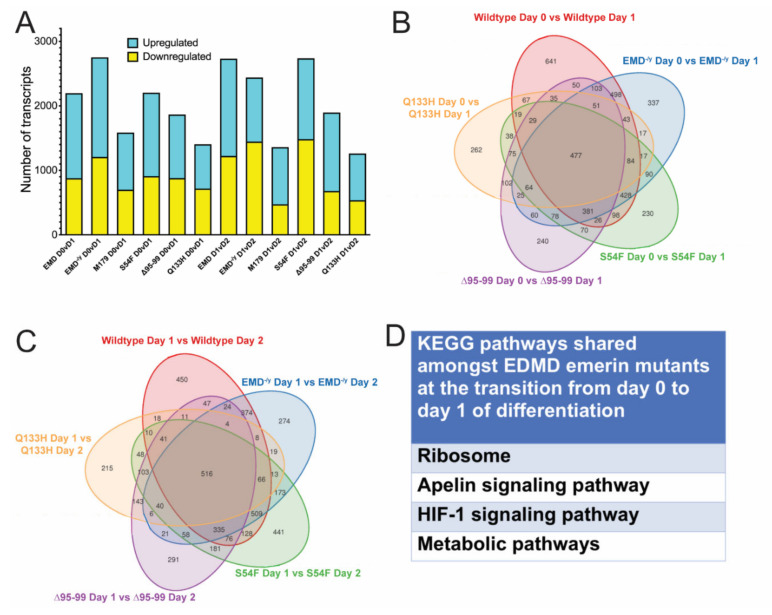
Significant changes in the transcriptome are seen at each daily transition during differentiation of EDMD mutant myogenic progenitors. (**A**) Differentially expressed transcripts were identified by comparing differentiation day 1 to differentiation day 0, or differentiation day 2 to differentiation day 1 in +EMD cells, EMD^−/y^ cells, or each EDMD mutant myogenic progenitor at each transition. **Blue**—upregulated transcripts; **Yellow**—downregulated transcripts. (**B**,**C**) Venn diagrams illustrating differentially expressed genes shared between wildtype, EMD^−/y^, and one or more EDMD mutant myogenic progenitors at the day 0 to day 1 transition, B, or day 1 to day 2 transition, C. (**D**) KEGG pathway analysis showing pathways enriched in EDMD emerin mutants, but not present in +EMD progenitors at the day 0 to day 1 transition.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/6/1463/s1, Figure S1: Cell cycle withdrawal 48 h after differentiation induction of M179 and S54F mutant myogenic progenitors, Figure S2: Cell cycle withdrawal 72 hours after differentiation induction of M179 and S54F myogenic progenitors, Figure S3: Cell cycle withdrawal 48 h after differentiation induction of EDMD mutant progenitor lines Q133H and Δ95–99, Figure S4: Cell cycle withdrawal 72 h after differentiation induction of EDMD mutant progenitor lines Q133H and Δ95–99, Figure S5: Significant changes in the transcriptome are seen during differentiation of EDMD mutant myogenic progenitors, Figure S6: Significant changes in the transcriptome are seen at each daily transition during differentiation of EDMD mutant myogenic progenitors.

## References

[1] Bione S., Maestrini E., Rivella S., Mancini M., Regis S., Romeo G., Toniolo D. (1994). Identification of a novel X-linked gene responsible for Emery-Dreifuss muscular dystrophy. Nat. Genet..

[2] Méndez-López I., Worman H.J. (2012). Inner nuclear membrane proteins: Impact on human disease. Chromosoma.

[3] Vlcek S., Foisner R. (2007). Lamins and lamin-associated proteins in aging and disease. Curr. Opin. Cell Boil..

[4] Worman H.J. (2011). Nuclear lamins and laminopathies. J. Pathol..

[5] Yates J.R., Wehnert M. (1999). The Emery-Dreifuss Muscular Dystrophy Mutation Database. Neuromuscul. Disord..

[6] Manilal S., Man N.T., Sewry C.A., Morris G.E. (1996). The Emery-Dreifuss muscular dystrophy protein, emerin, is a nuclear membrane protein. Hum. Mol. Genet..

[7] Manilal S., Manila S., Recan D., Sewry C.A., Hoeltzenbein M., Llense S., Leturcq F., Deburgrave N., Barbot J.-C., Man N.T. (1998). Mutations in Emery-Dreifuss muscular dystrophy and their effects on emerin protein expression. Hum. Mol. Genet..

[8] Manilal S., Sewry C.A., Man N.T., Muntoni F., Morris G.E. (1997). Diagnosis of X-linked Emery-Dreifuss muscular dystrophy by protein analysis of leucocytes and skin with monoclonal antibodies. Neuromuscul. Disord..

[9] Nagano A., Koga R., Ogawa M., Kurano Y., Kawada J., Okada R., Hayashi Y.K., Tsukahara T., Arahata K. (1996). Emerin deficiency at the nuclear membrane in patients with Emery-Dreif uss muscular dystrophy. Nat. Genet..

[10] Ellis A.J., Craxton M., Yates J.R., Kendrick-Jones J. (1998). Aberrant intracellular targeting and cell cycle-dependent phosphorylation of emerin contribute to the Emery-Dreifuss muscular dystrophy phenotype. J. Cell Sci..

[11] Mora M., Cartegni L., Di Blasi C., Barresi R., Bione S., Di Barletta M.R., Morandi L., Merlini L., Nigro V., Politano L. (1997). X-linked emery-dreifuss muscular dystrophy can be diagnosed from skin biopsy or blood sample. Ann. Neurol..

[12] Yates J.R., Bagshaw J., Aksmanovic V.M., Coomber E., McMahon R., Whittaker J.L., Morrison P.J., Kendrick-Jones J., Ellis A.J. (1999). Genotype-phenotype analysis in X-linked Emery-Dreifuss muscular dystrophy and identification of a missense mutation associated with a milder phenotype. Neuromuscul. Disord..

[13] Berk J.M., Simon D.N., Jenkins-Houk C.R., Westerbeck J.W., Grønning-Wang L.M., Carlson C.R., Wilson K.L. (2014). The molecular basis of emerin-emerin and emerin-BAF interactions. J. Cell Sci..

[14] Herrada I., Bourgeois B., Samson C., Buendia B., Worman H.J., Zinn-Justin S. (2016). Purification and Structural Analysis of LEM-Domain Proteins. Methods Enzymol..

[15] Demmerle J., Koch A.J., Holaska J.M. (2012). The Nuclear Envelope Protein Emerin Binds Directly to Histone Deacetylase 3 (HDAC3) and Activates HDAC3 Activity. J. Boil. Chem..

[16] Mislow J.M., Holaska J.M., Kim M.S., Lee K.K., Segura-Totten M., Wilson K.L., McNally E.M. (2002). Nesprin-1α self-associates and binds directly to emerin and lamin A in vitro. FEBS Lett..

[17] Haraguchi T., Holaska J.M., Yamane M., Koujin T., Hashiguchi N., Mori C., Wilson K.L., Hiraoka Y. (2004). Emerin binding to Btf, a death-promoting transcriptional repressor, is disrupted by a missense mutation that causes Emery-Dreifuss muscular dystrophy. JBIC J. Boil. Inorg. Chem..

[18] Holaska J.M., Lee K.K., Kowalski A.K., Wilson K.L. (2002). Transcriptional Repressor Germ Cell-less (GCL) and Barrier to Autointegration Factor (BAF) Compete for Binding to Emerin in Vitro. J. Boil. Chem..

[19] Holaska J.M., Rais-Bahrami S., Wilson K.L. (2006). Lmo7 is an emerin-binding protein that regulates the transcription of emerin and many other muscle-relevant genes. Hum. Mol. Genet..

[20] Holaska J.M., Kowalski A.K., Wilson K.L. (2004). Emerin Caps the Pointed End of Actin Filaments: Evidence for an Actin Cortical Network at the Nuclear Inner Membrane. PLoS Boil..

[21] Markiewicz E., Tilgner K., Barker N., van de Wetering M., Clevers H., Dorobek M., Hausmanowa-Petrusewicz I., Ramaekers F., Broers J., Blankesteijn W.M. (2006). The inner nuclear membrane protein emerin regulates beta-catenin activity by restricting its accumulation in the nucleus. EMBO J..

[22] Salpingidou G., Smertenko A., Hausmanowa-Petrucewicz I., Hussey P.J., Hutchison C. (2007). A novel role for the nuclear membrane protein emerin in association of the centrosome to the outer nuclear membrane. J. Cell Boil..

[23] Fairley E.A., Kendrick-Jones J., Ellis J.A. (1999). The Emery-Dreifuss muscular dystrophy phenotype arises from aberrant targeting and binding of emerin at the inner nuclear membrane. J. Cell Sci..

[24] Ellis J.A., Yates J.R., Kendrick-Jones J., Brown C.A. (1999). Changes at P183 of emerin weaken its protein-protein interactions resulting in X-linked Emery-Dreifuss muscular dystrophy. Qual. Life Res..

[25] Holt I., Clements L., Manilal S., Morris G.E. (2001). How does a g993t mutation in the emerin gene cause Emery-Dreifuss muscular dystrophy?. Biochem. Biophys. Res. Commun..

[26] Herrada I., Samson C., Velours C., Renault L., Östlund C., Chervy P., Puchkov D., Worman H.J., Buendia B., Zinn-Justin S. (2015). Muscular Dystrophy Mutations Impair the Nuclear Envelope Emerin Self-assembly Properties. ACS Chem. Boil..

[27] Melcon G., Kozlov S., Cutler D.A., Sullivan T., Hernandez L., Zhao P., Mitchell S., Nader G., Bakay M., Rottman J.N. (2006). Loss of emerin at the nuclear envelope disrupts the Rb1/E2F and MyoD pathways during muscle regeneration. Hum. Mol. Genet..

[28] Ozawa R., Hayashi Y.K., Ogawa M., Kurokawa R., Matsumoto H., Noguchi S., Nonaka I., Nishino I. (2006). Emerin-Lacking Mice Show Minimal Motor and Cardiac Dysfunctions with Nuclear-Associated Vacuoles. Am. J. Pathol..

[29] Bakay M., Wang Z., Melcon G., Schiltz L., Xuan J., Zhao P., Sartorelli V., Seo J., Pegoraro E., Angelini C. (2006). Nuclear envelope dystrophies show a transcriptional fingerprint suggesting disruption of Rb–MyoD pathways in muscle regeneration. Brain.

[30] Collins C.M., Ellis J.A., Holaska J.M. (2017). MAPK signaling pathways and HDAC3 activity are disrupted during differentiation of emerin-null myogenic progenitor cells. Dis. Model. Mech..

[31] Frock R.L., Kudlow B.A., Evans A.M., Jameson S.A., Hauschka S.D., Kennedy B.K. (2006). Lamin A/C and emerin are critical for skeletal muscle satellite cell differentiation. Genome Res..

[32] Huber M.D., Guan T., Gerace L. (2009). Overlapping Functions of Nuclear Envelope Proteins NET25 (Lem2) and Emerin in Regulation of Extracellular Signal-Regulated Kinase Signaling in Myoblast Differentiation. Mol. Cell. Boil..

[33] Dedeic Z., Cetera M., Cohen T., Holaska J.M. (2011). Emerin inhibits Lmo7 binding to the Pax3 and MyoD promoters and expression of myoblast proliferation genes. J. Cell Sci..

[34] Iyer A., Koch A.J., Holaska J.M. (2017). Expression Profiling of Differentiating Emerin-Null Myogenic Progenitor Identifies Molecular Pathways Implicated in Their Impaired Differentiation. Cells.

[35] Koch A.J., Holaska J.M. (2012). Loss of Emerin Alters Myogenic Signaling and miRNA Expression in Mouse Myogenic Progenitors. PLoS ONE.

[36] Demmerle J., Koch A.J., Holaska J.M. (2013). Emerin and histone deacetylase 3 (HDAC3) cooperatively regulate expression and nuclear positions of MyoD, Myf5, and Pax7 genes during myogenesis. Chromosom. Res..

[37] Holaska J.M., Wilson K.L. (2007). An Emerin “Proteome”: Purification of Distinct Emerin-Containing Complexes from HeLa Cells Suggests Molecular Basis for Diverse Roles Including Gene Regulation, mRNA Splicing, Signaling, Mechanosensing, and Nuclear Architecture. Biochemistry.

[38] Bossone K.A., Ellis J.A., Holaska J.M. (2020). Histone acetyltransferase inhibition rescues differentiation of emerin-deficient myogenic progenitors. Muscle Nerve.

[39] Toyoshima K., Vogt P.K. (1969). Enhancement and inhibition of avian sarcoma viruses by polycations and polyanions. Virology.

[40] Coelen R.J., Jose D.G., May J.T. (1983). The effect of hexadimethrine bromide (polybrene) on the infection of the primate retroviruses SSV 1/SSAV 1 and BaEV. Arch. Virol..

[41] Davis H.E., Morgan J.R., Yarmush M.L. (2002). Polybrene increases retrovirus gene transfer efficiency by enhancing receptor-independent virus adsorption on target cell membranes. Biophys. Chem..

[42] Sousa-Victor P., Muñoz-Canoves P., Perdiguero E. (2011). Regulation of skeletal muscle stem cells through epigenetic mechanisms. Toxicol. Mech. Methods.

[43] Reddy K., Zullo J.M., Bertolino E., Singh H. (2008). Transcriptional repression mediated by repositioning of genes to the nuclear lamina. Nature.

[44] Juan A.H., Wang S., Ko K.D., Zare H., Tsai P.-F., Feng X., Vivanco K.O., Ascoli A.M., Gutierrez-Cruz G., Krebs J. (2016). Roles of H3K27me2 and H3K27me3 Examined During Fate Specification of Embryonic Stem Cells. Cell Rep..

[45] Kind J., Pagie L., Ortabozkoyun H., Boyle S., De Vries S.S., Janssen H., Amendola M., Nolen L.D., Bickmore W.A., Van Steensel B. (2013). Single-Cell Dynamics of Genome-Nuclear Lamina Interactions. Cell.

[46] Zullo J.M., Demarco I.A., Pique-Regi R., Gaffney D.J., Epstein C.B., Spooner C.J., Luperchio T.R., Bernstein B.E., Pritchard J.K., Reddy K. (2012). DNA Sequence-Dependent Compartmentalization and Silencing of Chromatin at the Nuclear Lamina. Cell.

[47] Faralli H., Wang C., Nakka K., Benyoucef A., Sebastian S., Zhuang L., Chu A., Palii C.G., Liu C., Camellato B. (2016). UTX demethylase activity is required for satellite cell-mediated muscle regeneration. J. Clin. Investig..

[48] Puri P.L., Iezzi S., Stiegler P., Chen T.-T., Schiltz R., Muscat G., Giordano A., Kedes L., Wang J.Y., Sartorelli V. (2001). Class I histone deacetylases sequentially interact with MyoD and pRb during skeletal myogenesis. Mol. Cell.

[49] Caretti G., Di Padova M., Micales B., Lyons G.E., Sartorelli V. (2004). The Polycomb Ezh2 methyltransferase regulates muscle gene expression and skeletal muscle differentiation. Genome Res..

[50] Mal A., Harter M.L. (2003). MyoD is functionally linked to the silencing of a muscle-specific regulatory gene prior to skeletal myogenesis. Proc. Natl. Acad. Sci. USA.

[51] Ohkawa Y., Marfella C.G., Imbalzano A.N. (2006). Skeletal muscle specification by myogenin and Mef2D via the SWI/SNF ATPase Brg1. EMBO J..

[52] Cao Y., Yao Z., Sarkar D., Lawrence M., Sanchez G.J., Parker M.H., MacQuarrie K., Davison J., Morgan M., Ruzzo W.L. (2010). Genome-wide MyoD Binding in Skeletal Muscle Cells: A Potential for Broad Cellular Reprogramming. Dev. Cell.

[53] Jin W., Peng J., Jiang S. (2016). The epigenetic regulation of embryonic myogenesis and adult muscle regeneration by histone methylation modification. Biochem. Biophys. Rep..

[54] Berk J.M., Tifft E.K., Wilson K.L. (2013). The nuclear envelope LEM-domain protein emerin. Nucleus.

[55] De La Luna S., Allen K., Mason S.L., La Thangue N.B. (1999). Integration of a growth-suppressing BTB/POZ domain protein with the DP component of the E2F transcription factor. EMBO J..

[56] Pardee A. (1989). G1 events and regulation of cell proliferation. Science.

[57] Pardee A.B. (1974). A Restriction Point for Control of Normal Animal Cell Proliferation. Proc. Natl. Acad. Sci. USA.

[58] DeGregori J., Kowalik T., Nevins J.R. (1995). Cellular targets for activation by the E2F1 transcription factor include DNA synthesis- and G1/S-regulatory genes. Mol. Cell. Biol..

[59] Asano M., Nevins J.R., Wharton R.P. (1996). Ectopic E2F expression induces S phase and apoptosis in Drosophila imaginal discs. Genes Dev..

[60] Dyson N.J. (1998). The regulation of E2F by pRB-family proteins. Genome Res..

[61] Lukas J., Petersen O.B., Holm K., Bartek J., Helin K. (1996). Deregulated expression of E2F family members induces S-phase entry and overcomes p16INK4A-mediated growth suppression. Mol. Cell. Boil..

[62] Chen H.-Z., Tsai S., Leone G. (2009). Emerging roles of E2Fs in cancer: An exit from cell cycle control. Nat. Rev. Cancer.

[63] Johnson D.G. (1998). Role of E2F in cell cycle control and cancer. Front. Biosci..

[64] Pollard T.D., Pollard T.D., Earnshaw W.C., Lippincott-Schwartz J., Johnson G.T., Earnshaw W.C. (2017). Cell Biology.

[65] A Henley S., Dick F.A. (2012). The retinoblastoma family of proteins and their regulatory functions in the mammalian cell division cycle. Cell Div..

[66] Uchida C. (2016). Roles of pRB in the Regulation of Nucleosome and Chromatin Structures. BioMed Res. Int..

[67] Bandara L.R., Adamczewski J.P., Hunt T., La Thangue N.B. (1991). Cyclin A and the retinoblastoma gene product complex with a common transcription factor. Nature.

[68] Chellappan S.P., Hiebert S., Mudryj M., Horowitz J.M., Nevins J.R. (1991). The E2F transcription factor is a cellular target for the RB protein. Cell.

[69] Chittenden T., Livingston D.M., Kaelin W.G. (1991). The T/E1A-binding domain of the retinoblastoma product can interact selectively with a sequence-specific DNA-binding protein. Cell.

[70] Hiebert S.W., Horowitz J.M., Chellappan S.P., Nevins J.R. (1992). The interaction of RB with E2F coincides with an inhibition of the transcriptional activity of E2F. Genes Dev..

[71] Lee K.K., Haraguchi T., Lee R.S., Koujin T., Hiraoka Y., Wilson K.L. (2001). Distinct functional domains in emerin bind lamin A and DNA-bridging protein BAF. J. Cell Sci..

[72] Lammerding J., Schulze P.C., Takahashi T., Kozlov S., Sullivan T., Kamm R.D., Stewart C.L., Lee R.T. (2004). Lamin A/C deficiency causes defective nuclear mechanics and mechanotransduction. J. Clin. Investig..

[73] Sullivan T., Escalante-Alcalde D., Bhatt H., Anver M., Bhat N., Nagashima K., Stewart C.L., Burke B. (1999). Loss of a-Type Lamin Expression Compromises Nuclear Envelope Integrity Leading to Muscular Dystrophy. J. Cell Boil..

[74] Dechat T., Pfleghaar K., Sengupta K., Shimi T., Shumaker D.K., Solimando L., Goldman R.D. (2008). Nuclear lamins: Major factors in the structural organization and function of the nucleus and chromatin. Genome Res..

[75] Dittmer T., Misteli T. (2011). The lamin protein family. Genome Boil..

[76] Shin J.-Y., Méndez-López I., Wang Y., Hays A.P., Tanji K., Lefkowitch J.H., Schulze P.C., Worman H.J., Dauer W.T. (2013). Lamina-associated polypeptide-1 interacts with the muscular dystrophy protein emerin and is essential for skeletal muscle maintenance. Dev. Cell.

[77] Koch A.J., Holaska J.M. (2013). Emerin in health and disease. Semin. Cell Dev. Boil..

[78] Leach J., Heallen T., Zhang M., Rahmani M., Morikawa Y., Hill M.C., Segura A., Willerson J.T., Martin J.F. (2017). Hippo pathway deficiency reverses systolic heart failure after infarction. Nature.

[79] Camargo F.D., Gokhale S., Johnnidis J.B., Fu D., Bell G.W., Jaenisch R., Brummelkamp T.R. (2007). YAP1 increases organ size and expands undifferentiated progenitor cells. Curr. Biol..

[80] Wackerhage H., Del Re M.P., Judson R.N., Sudol M., Sadoshima J. (2014). The Hippo signal transduction network in skeletal and cardiac muscle. Sci. Signal..

[81] Hansen C., Moroishi T., Guan K.-L. (2015). YAP and TAZ: A nexus for Hippo signaling and beyond. Trends Cell Boil..

[82] Harvey K.F., Tapon N. (2007). The Salvador–Warts–Hippo pathway—An emerging tumour-suppressor network. Nat. Rev. Cancer.

[83] Judson R.N., Tremblay A.M., Knopp P., White R., Urcia R., De Bari C., Zammit P.S., Camargo F.D., Wackerhage H. (2012). The Hippo pathway member Yap plays a key role in influencing fate decisions in muscle satellite cells. J. Cell Sci..

[84] Park G.H., Jeong H., Jeong M.-G., Jang E.J., Bae M.A., Lee Y.-L., Kim N.J., Hong J.-H., Hwang E.S. (2014). Novel TAZ modulators enhance myogenic differentiation and muscle regeneration. Br. J. Pharmacol..

[85] Tremblay A.M., Missiaglia E., Galli G.G., Hettmer S., Urcia R., Carrara M., Judson R.N., Thway K., Nadal G., Selfe J.L. (2014). The Hippo Transducer YAP1 Transforms Activated Satellite Cells and Is a Potent Effector of Embryonal Rhabdomyosarcoma Formation. Cancer Cell.

[86] Watt K.I., Judson R., Medlow P., Reid K., Kurth T.B., Burniston J.G., Ratkevicius A., De Bari C., Wackerhage H. (2010). Yap is a novel regulator of C2C12 myogenesis. Biochem. Biophys. Res. Commun..

[87] Jeong H., Bae S., An S.Y., Byun M.R., Hwang J.-H., Yaffe M.B., Hong J.-H., Hwang E.S. (2010). TAZ as a novel enhancer of MyoD-mediated myogenic differentiation. FASEB J..

[88] Mohamed A., Sun C., De Mello V., Selfe J.L., Missiaglia E., Shipley J., Murray I.G., Zammit P.S., Wackerhage H. (2016). The Hippo effector TAZ (WWTR1) transforms myoblasts and TAZ abundance is associated with reduced survival in embryonal rhabdomyosarcoma. J. Pathol..

[89] Sun C., De Mello V., Mohamed A., Quiroga H.P.O., Garcia-Munoz A., Al Bloshi A., Tremblay A.M., Von Kriegsheim A., Collie-Duguid E., Vargesson N. (2017). Common and Distinctive Functions of the Hippo Effectors Taz and Yap in Skeletal Muscle Stem Cell Function. STEM CELLS.

[90] Owens D.J., Fischer M., Jabre S., Moog S., Mamchaoui K., Butler-Browne G., Coirault C. (2020). Lamin Mutations Cause Increased YAP Nuclear Entry in Muscle Stem Cells. Cells.

[91] Hay E.D. (2013). Cell Biology of Extracellular Matrix.

[92] Thomas K., Engler A.J., Meyer G.A. (2014). Extracellular matrix regulation in the muscle satellite cell niche. Connect. Tissue Res..

[93] Cornelison D., Filla M.S., Stanley H.M., Rapraeger A.C., Olwin B.B. (2001). Syndecan-3 and Syndecan-4 Specifically Mark Skeletal Muscle Satellite Cells and Are Implicated in Satellite Cell Maintenance and Muscle Regeneration. Dev. Boil..

[94] Cornelison D., Wilcox-Adelman S.A., Goetinck P.F., Rauvala H., Rapraeger A.C., Olwin B.B. (2004). Essential and separable roles for Syndecan-3 and Syndecan-4 in skeletal muscle development and regeneration. Genome Res..

[95] Osses N., Brandan E. (2002). ECM is required for skeletal muscle differentiation independently of muscle regulatory factor expression. Am. J. Physiol. Physiol..

[96] Osses N., Casar J.C., Brandan E. (2009). Inhibition of extracellular matrix assembly induces the expression of osteogenic markers in skeletal muscle cells by a BMP-2 independent mechanism. BMC Cell Boil..

[97] Allen R.E., Boxhorn L.K. (1989). Regulation of skeletal muscle satellite cell proliferation and differentiation by transforming growth factor-beta, insulin-like growth factor I, and fibroblast growth factor. J. Cell. Physiol..

[98] Gutieérrez J., Brandan E. (2010). A Novel Mechanism of Sequestering Fibroblast Growth Factor 2 by Glypican in Lipid Rafts, Allowing Skeletal Muscle Differentiation. Mol. Cell. Boil..

[99] Jenniskens G.J., Hafmans T., Veerkamp J.H., Van Kuppevelt T.H. (2002). Spatiotemporal distribution of heparan sulfate epitopes during myogenesis and synaptogenesis: A study in developing mouse intercostal muscle. Dev. Dyn..

[100] Liu X., Nestor K., McFarland D.C., Velleman S.G. (2002). Developmental expression of skeletal muscle heparan sulfate proteoglycans in turkeys with different growth rates. Poult. Sci..

[101] Sanes J.R. (2003). The Basement Membrane/Basal Lamina of Skeletal Muscle. J. Boil. Chem..

[102] Miura T., Kishioka Y., Wakamatsu J., Hattori A., Nishimura T. (2010). Interaction between myostatin and extracellular matrix components. Anim. Sci. J..

[103] Yasaka N., Wakamatsu J., Suzuki K., Kishioka Y., Nishimura T. (2013). Laminin binds to myostatin and attenuates its signaling. Anim. Sci. J..

[104] Dodson M.V. (2010). Skeletal Muscle Stem Cells from Animals I. Basic Cell Biology. Int. J. Boil. Sci..

[105] Besse-Patin A., Montastier E., Vinel C., Castan-Laurell I., Louche K., Dray C., Daviaud D., Mir L., Marques M.-A., Thalamas C. (2013). Effect of endurance training on skeletal muscle myokine expression in obese men: Identification of apelin as a novel myokine. Int. J. Obes..

[106] Yamamoto T., Habata Y., Matsumoto Y., Yasuhara Y., Hashimoto T., Hamajyo H., Anayama H., Fujii R., Fuse H., Shintani Y. (2011). Apelin-transgenic mice exhibit a resistance against diet-induced obesity by increasing vascular mass and mitochondrial biogenesis in skeletal muscle. Biochim. Biophys. Acta (BBA) Gen. Subj..

[107] Hamai N., Nakamura M., Asano A. (1997). Inhibition of Mitochondrial Protein Synthesis Impaired C2C12 Myoblast Differentiation. Cell Struct. Funct..

[108] Herzberg N.H., Middelkoop E., Adorf M., Dekker H.L., Van Galen M.J., Berg M.V.D., Bolhuis A.P., Bogert C.V.D. (1993). Mitochondria in cultured human muscle cells depleted of mitochondrial DNA. Eur. J. Cell Boil..

[109] Korohoda W., Pietrzkowski Z., Reiss K. (1993). Chloramphenicol, an inhibitor of mitochondrial protein synthesis, inhibits myoblast fusion and myotube differentiation. Folia Histochem. Cytobiol..

[110] Rochard P., Rodier A., Casas F., Cassar-Malek I., Marchal-Victorion S., Daury L., Wrutniak C., Cabello G. (2000). Mitochondrial activity is involved in the regulation of myoblast differentiation through myogenin expression and activity of myogenic factors. J. Boil. Chem..

[111] Seyer P., Grandemange S., Busson M., Carazo Á., Gamaléri F., Pessemesse L., Casas F., Cabello G., Wrutniak-Cabello C. (2006). Mitochondrial activity regulates myoblast differentiation by control of c-Myc expression. J. Cell. Physiol..

[112] Barbieri E., Battistelli M., Casadei L., Vallorani L., Piccoli G., Guescini M., Gioacchini A.M., Polidori E., Zeppa S., Ceccaroli P. (2011). Morphofunctional and Biochemical Approaches for Studying Mitochondrial Changes during Myoblasts Differentiation. J. Aging Res..

[113] Moyes C., Mathieu-Costello O.A., Tsuchiya N., Filburn C., Hansford R.G. (1997). Mitochondrial biogenesis during cellular differentiation. Am. J. Physiol. Content.

[114] Remels A.H.V., Langen R., Schrauwen P., Schaart G., Schols A., Gosker H.R. (2010). Regulation of mitochondrial biogenesis during myogenesis. Mol. Cell. Endocrinol..

[115] Chung S., Dzeja P.P., Faustino R.S., Perez-Terzic C., Behfar A., Terzic A. (2007). Mitochondrial oxidative metabolism is required for the cardiac differentiation of stem cells. Nat. Clin. Pr. Neurol..

[116] Chung S., Dzeja P.P., Faustino R.S., Terzic A. (2008). Developmental restructuring of the creatine kinase system integrates mitochondrial energetics with stem cell cardiogenesis. Ann. N. Y. Acad. Sci..

[117] Fink E., Fortin D., Serrurier B., Ventura-Clapier R., Bigard A. (2003). Recovery of contractile and metabolic phenotypes in regenerating slow muscle after notexin-induced or crush injury. J. Muscle Res. Cell Motil..

[118] Wagatsuma A., Kotake N., Yamada S. (2010). Muscle regeneration occurs to coincide with mitochondrial biogenesis. Mol. Cell. Biochem..

[119] Duguez S., Féasson L., Denis C., Freyssenet D. (2002). Mitochondrial biogenesis during skeletal muscle regeneration. Am. J. Physiol. Metab..

[120] Gustafsson M.V., Zheng X., Pereira T., Gradin K., Jin S., Lundkvist J., Ruas J.L., Poellinger L., Lendahl U., Bondesson M. (2005). Hypoxia Requires Notch Signaling to Maintain the Undifferentiated Cell State. Dev. Cell.

[121] Majmundar A.J., Lee D.S.M., Skuli N., Mesquita R.C., Kim M.N., Yodh A.G., Nguyen-McCarty M., Li B., Simon M.C. (2015). HIF modulation of Wnt signaling regulates skeletal myogenesis in vivo. J. Cell Sci..

[122] Ono Y., Sensui H., Sakamoto Y., Nagatomi R. (2006). Knockdown of hypoxia-inducible factor-1α by siRNA inhibits C2C12 myoblast differentiation. J. Cell. Biochem..

# Supplementary material for: EDMD-Causing Emerin Mutant Myogenic Progenitors Exhibit Impaired Differentiation Using Similar Mechanisms
**Source:** Cells. 2020 Jun 15;9(6):1463. doi: 10.3390/cells9061463
**Supplement:** Supplementary file 1

At 48 h after differentiation induction (Figure S1A,B), all wildtype cells withdrew from the cell cycle whereas EMD<sup>-/-</sup>, vector only, +EMD and M179 cells displayed a significantly higher percentage of cells in the cell cycle. At 72 h post differentiation induction (Figure S2A,B), all cell lines withdrew from the cell cycle whereas EMD<sup>-/-</sup> ( $p < 0.05$ ) and vector only cells ( $p < 0.02$ ) were still significantly active in the cell cycle.

Withdrawal from cell cycle at 48 h after differentiation revealed EMD<sup>-/-</sup>, +EMD, Q133H and Δ95-99 exhibited a significantly higher percentage of cells in the cell cycle ( $p < 0.02$ ) compared to wildtype cells, which had no cells in the cell cycle (Figure S3A,B). At 72 h after differentiation, EMD<sup>-/-</sup> had a significant percentage of cells in the cell cycle ( $p < 0.02$ ) whereas all other cell lines rescued cell cycle withdrawal (Figure S4A,B).

Changes in transcript expression at each day of differentiation for each EDMD-causing emerlin mutant or EMD<sup>-/-</sup> myogenic progenitors compared to wildtype progenitors were determined in proliferating cells, cells plated at high density (day 0) and each day throughout differentiation until mature myotubes were formed (Figure S5). Differentially expressed genes during the transition from proliferative to plating at high density (PvD0) and each daily transition during myogenic differentiation were determined for EMD<sup>-/-</sup> myogenic progenitors and each EDMD-causing emerlin mutant line (Figure S6). Transcripts were considered to be significantly differentially expressed if the q-value < 0.05.

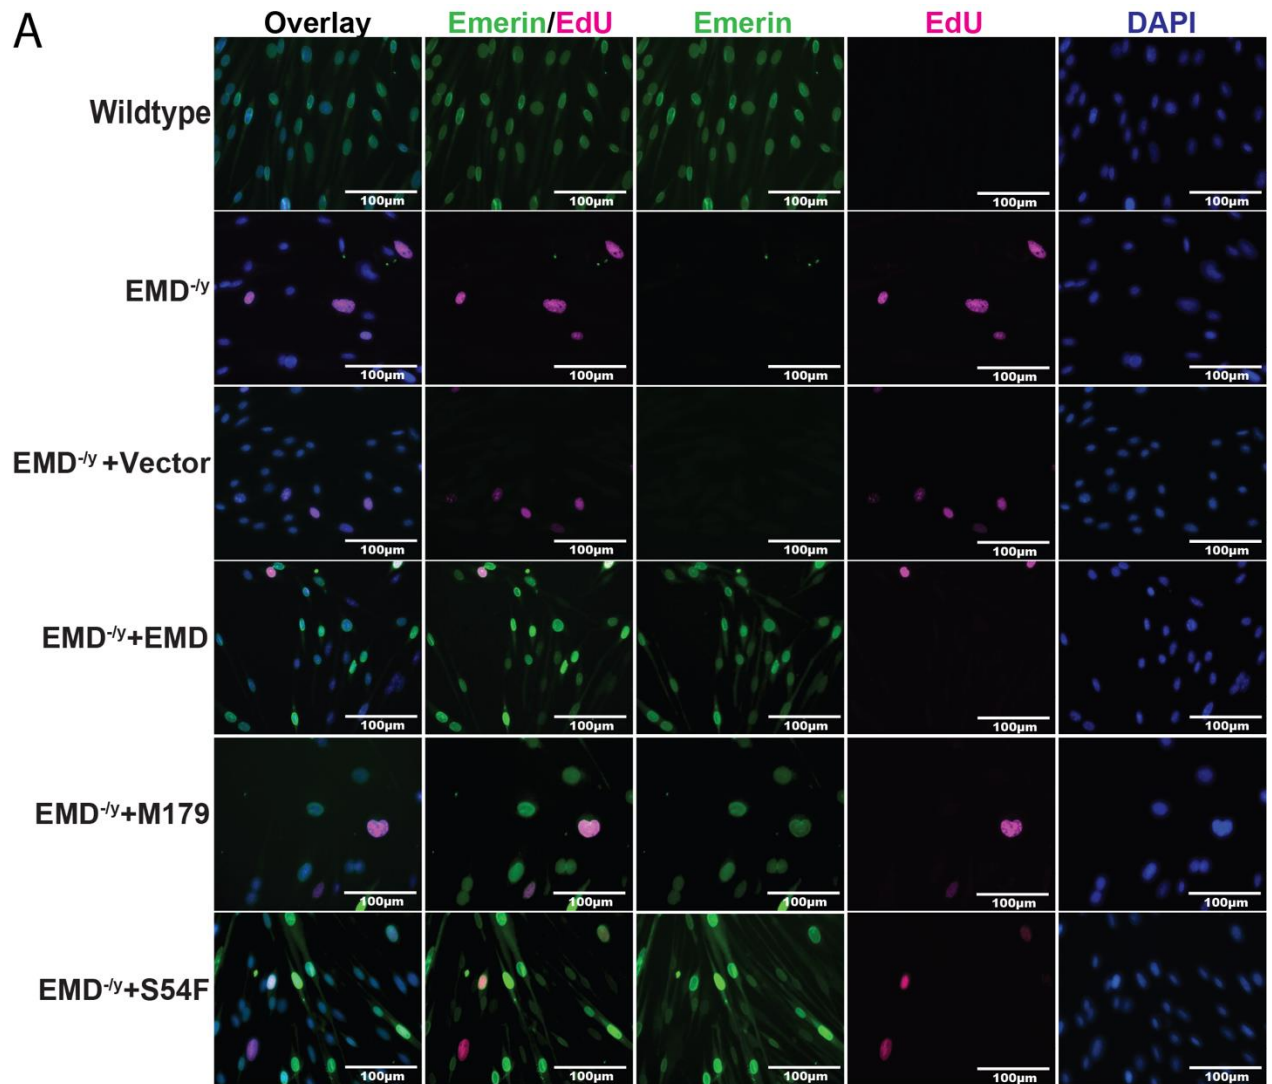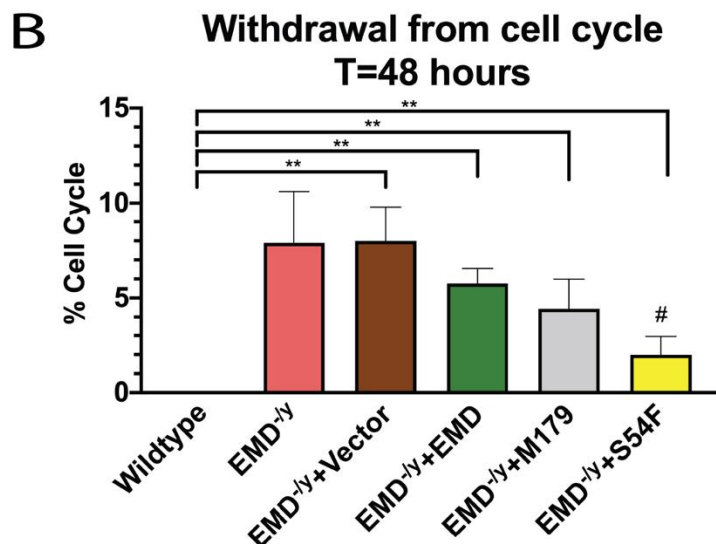

**Figure S1.** Cell cycle withdrawal 48 h after differentiation induction of M179 and S54F mutant myogenic progenitors. (A) Immunofluorescence images at 48 h post differentiation induction. Scale bar: 100  $\mu$ m. (B) The percentage of cells in the cell cycle was calculated for each progenitor line 48 h after differentiation induction. No wildtype cells incorporated EdU, whereas EMD<sup>-ly</sup>, vector alone, +EMD and M179 cell lines displayed a significant number of cells that incorporated EdU. \* $p < 0.05$ , \*\* $p < 0.02$ ; # $p < 0.05$  in comparison to +EMD.

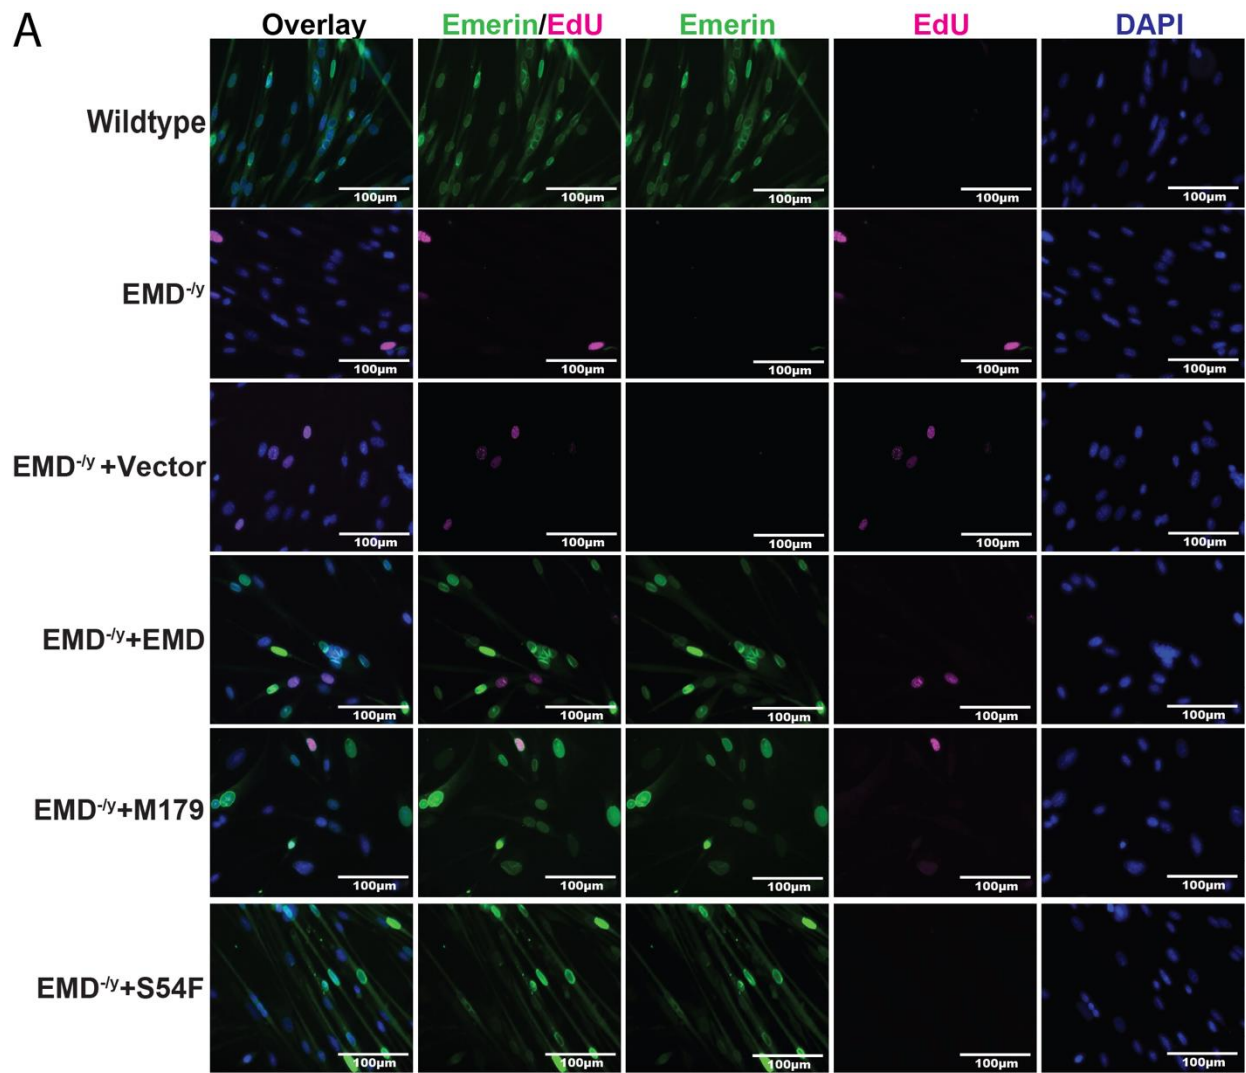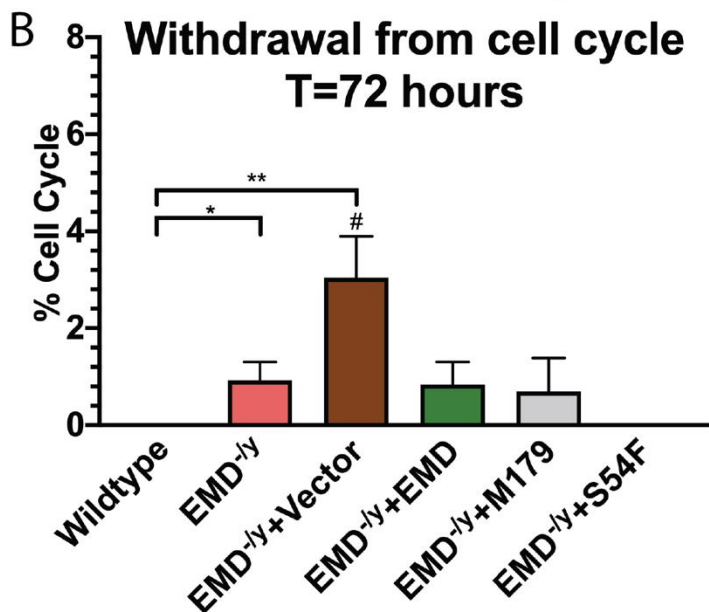

**Figure S2.** Cell cycle withdrawal 72 h after differentiation induction of M179 and S54F myogenic progenitors. (A) Immunofluorescence images at 72 h post differentiation induction. Scale bar: 100  $\mu$ m. (B) The percentage of cells in the cell cycle was calculated for each progenitor line 72 h after differentiation induction. All cell lines except for EMD<sup>-/-</sup> and vector control withdrew from the cell cycle. \* $p < 0.05$ , \*\* $p < 0.02$ ; # $p < 0.05$  in comparison to +EMD.

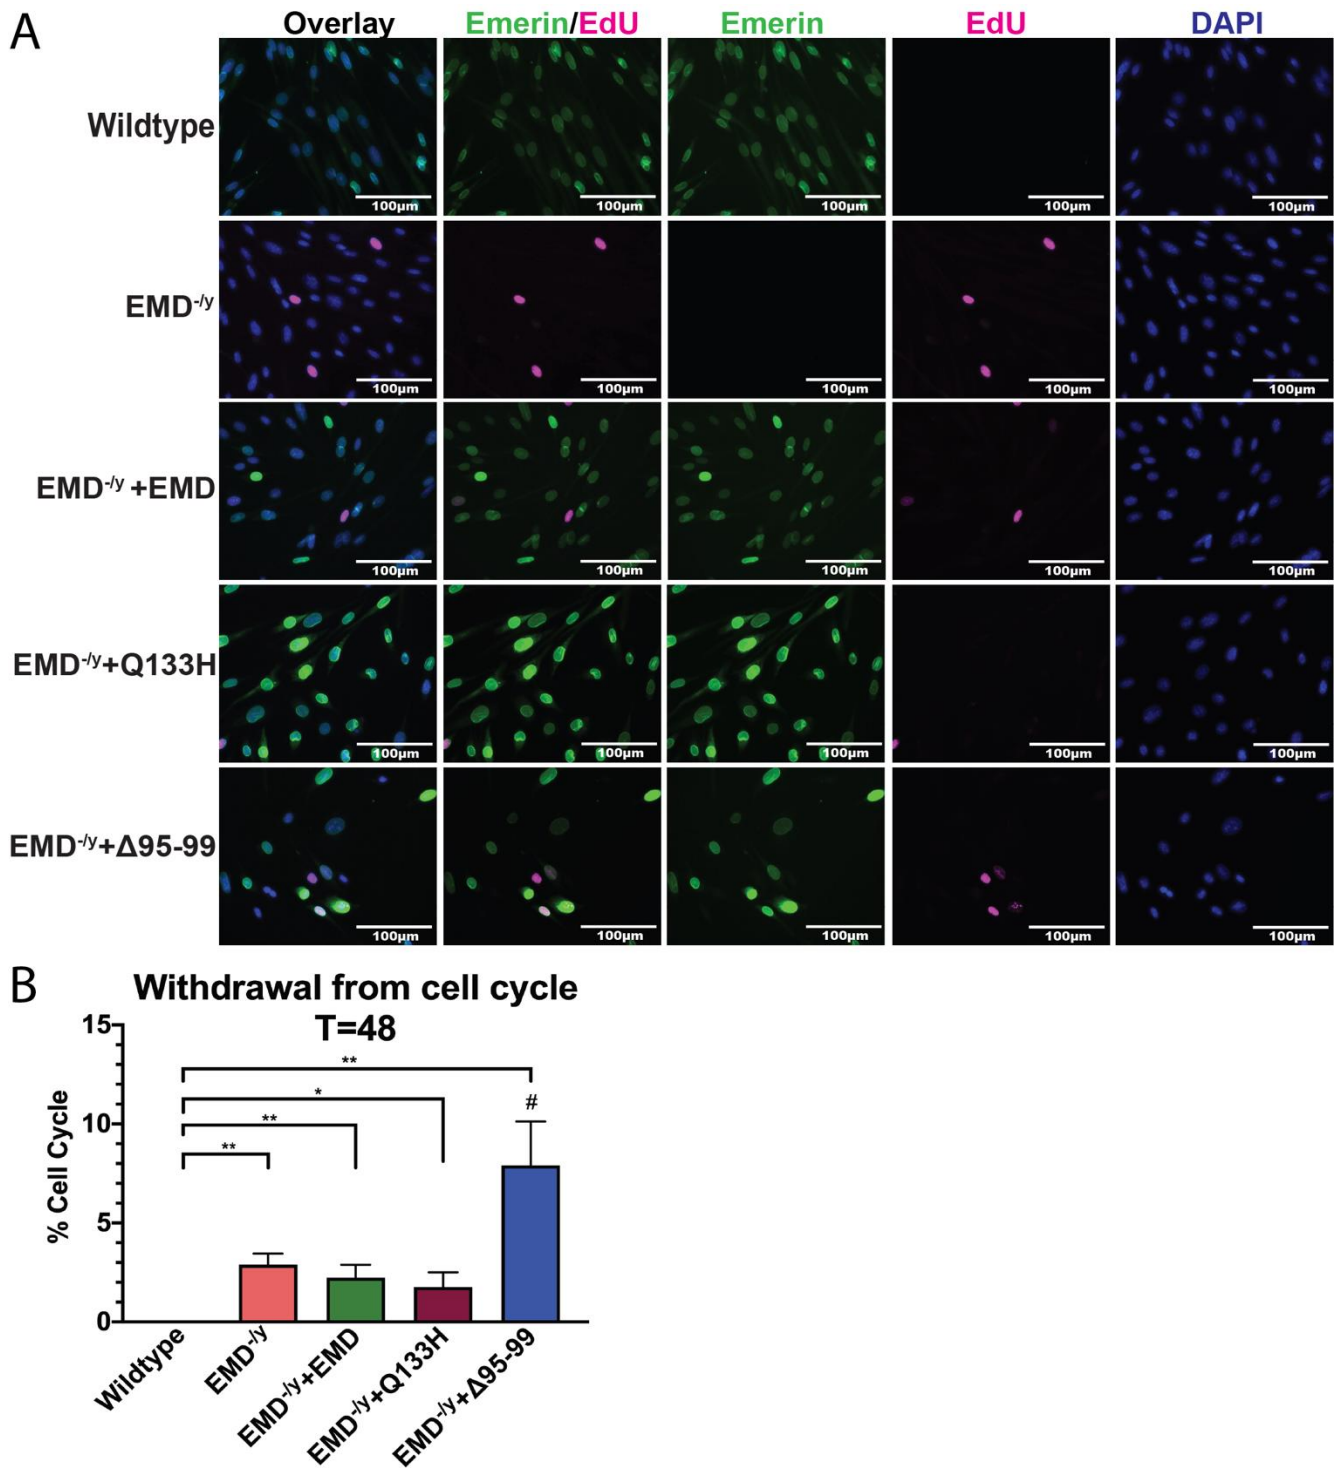

**Figure S3.** Cell cycle withdrawal 48 h after differentiation induction of EDMD mutant progenitor lines Q133H and Δ95-99. (A) Immunofluorescence images at 48 h after differentiation induction. Scale bar: 100 µm. (B) The percentage of cells in the cell cycle was calculated for each progenitor line 48 h after differentiation induction. EMD<sup>-/-</sup>, +EMD, Q133H and Δ95-99 progenitors exhibited a significantly higher percentage of cells in the cell cycle compared to wildtype cells, which completely exited the cell cycle. \* $p < 0.05$ , \*\* $p < 0.02$ ; # $p < 0.05$  in comparison to +EMD.

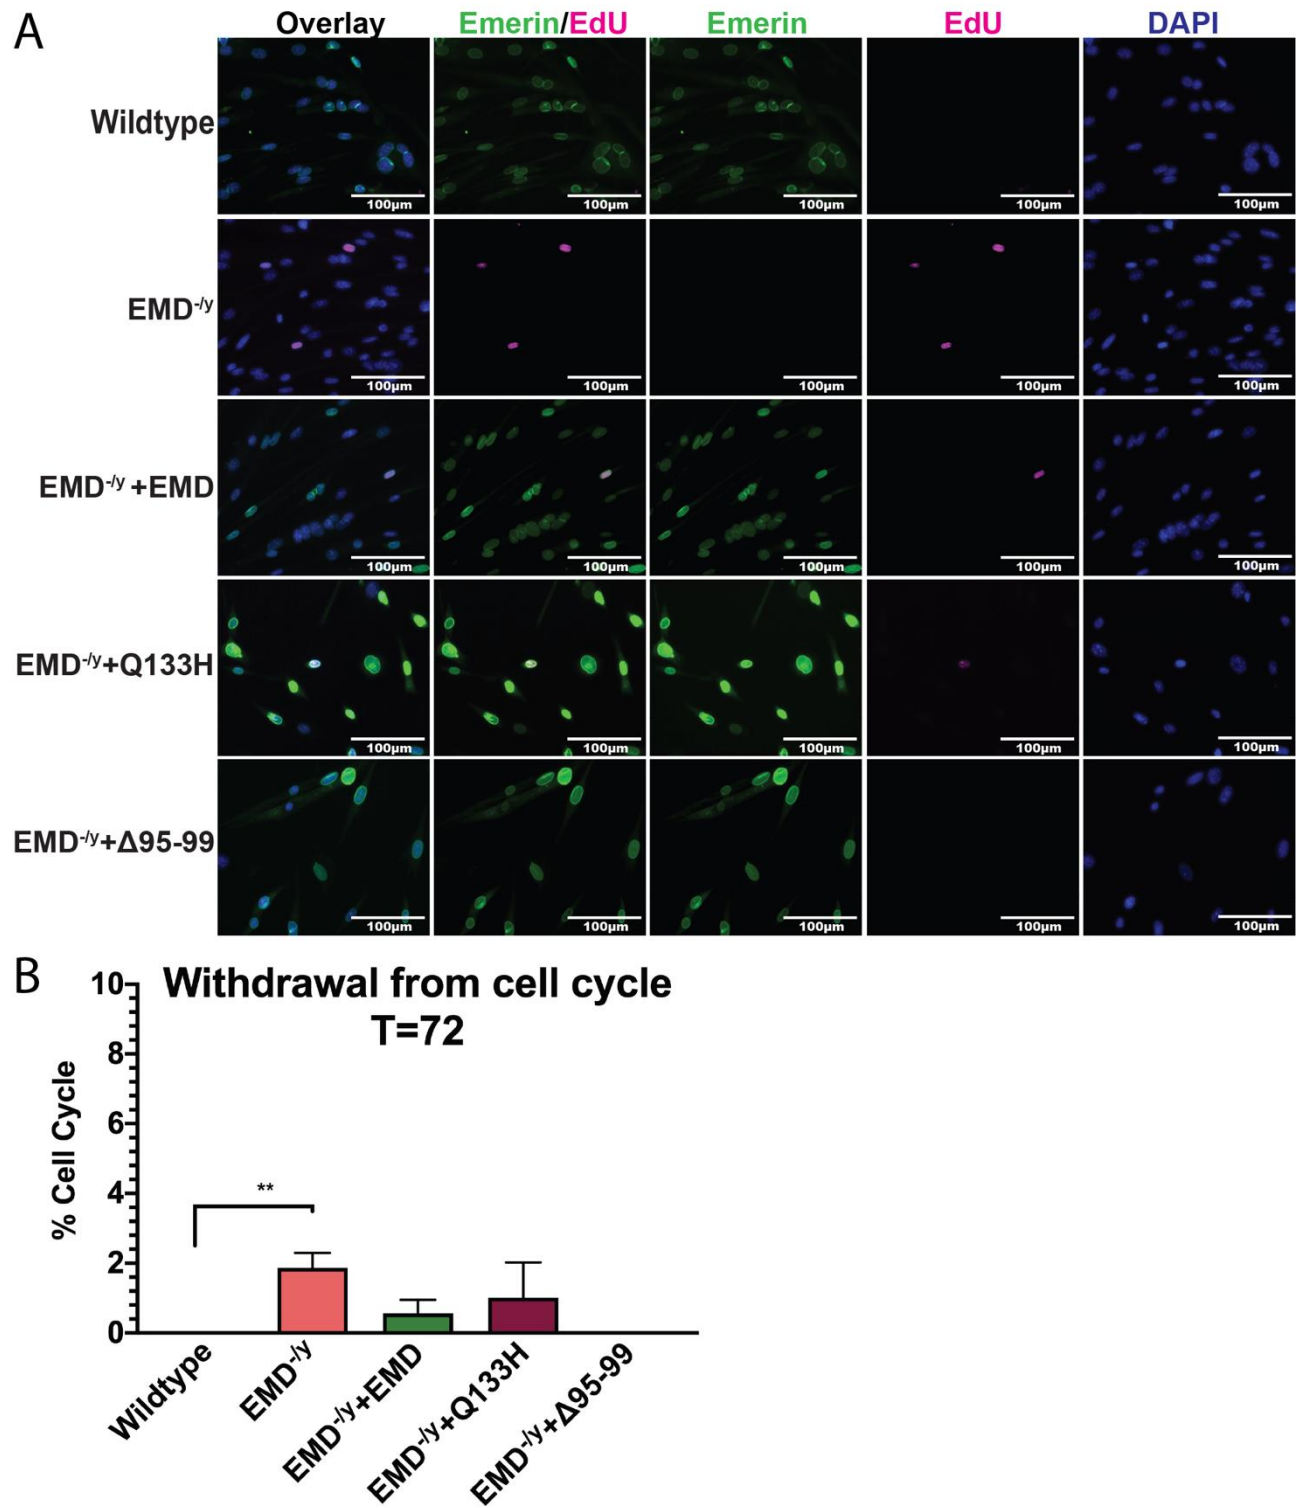

**Figure S4.** Cell cycle withdrawal 72 h after differentiation induction of EDMD mutant progenitor lines Q133H and Δ95–99. (A) Immunofluorescence images at 72 h post differentiation induction. Scale bar: 100 µm. (B) The percentage of cells in the cell cycle was calculated for each progenitor line 72 h after differentiation induction. \* $p < 0.05$ , \*\* $p < 0.02$ ; # $p < 0.05$  compared to +EMD.

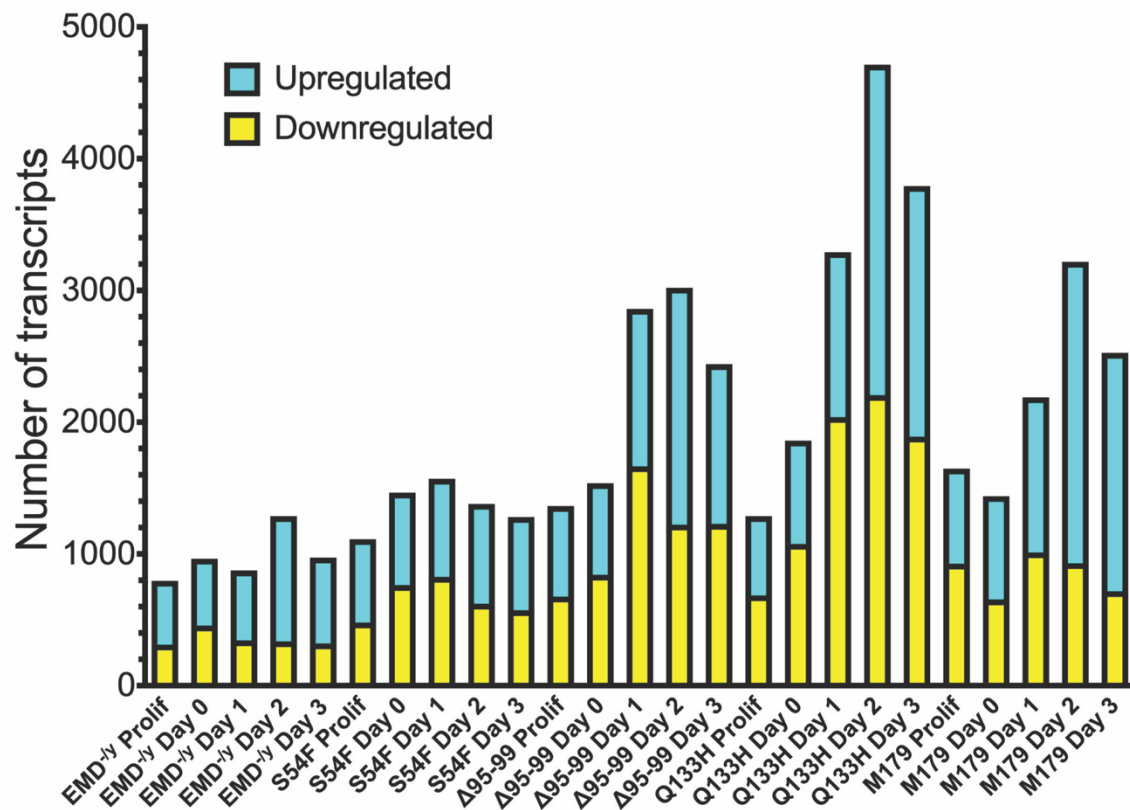

**Figure S5.** Significant changes in the transcriptome are seen during differentiation of EDMD mutant myogenic progenitors. Differentially expressed transcripts were identified by comparing wildtype progenitors to EMD<sup>-ly</sup> myogenic progenitors or each EDMD mutant myogenic progenitor during proliferation and each day of differentiation. Blue, upregulated transcripts; Yellow, downregulated transcripts.

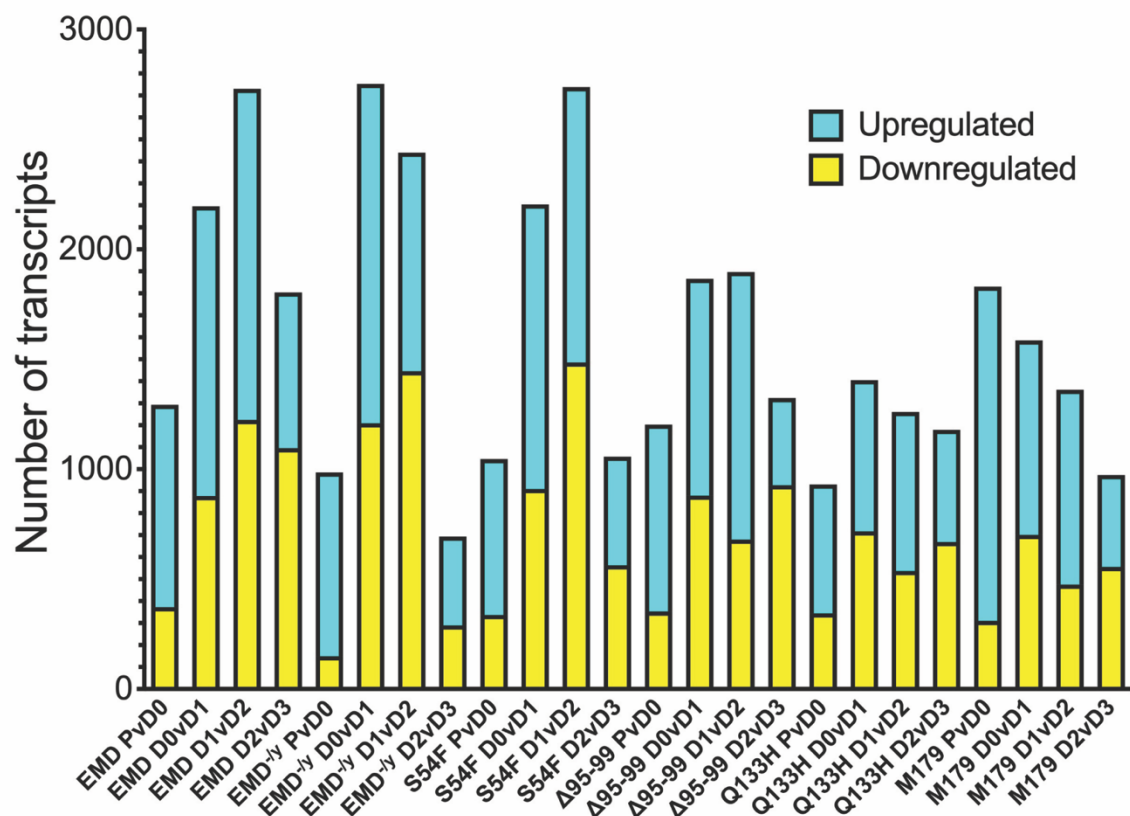

**Figure S6.** Significant changes in the transcriptome are seen at each daily transition during differentiation of EDMD mutant myogenic progenitors. Differentially expressed transcripts were identified by comparing differentiation day 0 to proliferating cells, differentiation day 1 to differentiation day 0, differentiation day 2 to differentiation day 1, or differentiation day 3 to differentiation day 2 in +EMD cells, EMD<sup>-/-</sup> cells or each EDMD mutant myogenic progenitor at each transition. Blue, upregulated transcripts; Yellow, downregulated transcripts.

How the deposited data were processed for this re-analysis (not part of the article)

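RNA from H2K mouse myogenic progenitors of 6 lines (wildtype, EMD -/y, and EMD -/y transduced with wildtype emerin (+EMD), S54F, Δ95–99, or Q133H) was sequenced at days 0, 1, and 2 of differentiation. There are 54 samples in 18 groups, with 3 labelled replicates in each. Whether the labelled replicates are biological or technical is not stated for each sample. The reads were filtered with SOAPnuke and mapped to the mouse genome with HISAT2 by the sequencing provider, and pairs of groups were compared with DESeq2, according to the authors. The signal values as deposited are given by the authors as means per group of normalized counts, with each table normalized separately. The log2 fold changes as deposited differ from the log2 of the ratio of these means by at most 1.43e-14. Whether they were shrunken cannot be told from this, because the means may have been derived from them. The mean of Emd in EMD -/y at day 1 was 0.457 beside day 0 and 2.36 beside wildtype. The sums of that group's means were 18.6 M and 18.2 M, so normalization alone does not account for the gap. The p-values as deposited are those the authors obtained with DESeq2, and the q-values are their Benjamini-Hochberg adjustment over all genes of a table.

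A gene was called when its q-value was under 0.05 and its log2 fold change was at least 1 in size. This rule was checked against the calls in the 27 tables and gave the same call for every gene. Tables were normalized separately, so differences between groups were taken only within a table, and ranges of means or sums over several tables hold only approximately. The tables hold 0 columns of values per sample, so depth per sample, spread between replicates, and other splits of the samples were not analysed here. The precision of a fold change was taken from its p-value, which holds only if the p-value tests the listed fold change. The standard error is the size of the log2 fold change divided by the size of the normal quantile of the p-value, with p-values listed as 0 set to 1e-300 and p-values above 0.99 left out. The difference between a line's transition and the wildtype transition was divided by the root of the summed squared errors, and the p-values were adjusted with the Benjamini-Hochberg method. All lines are compared with the same wildtype transition. The test was tested on simulated data, in which it recovered between 199 and 200 of 200 changed genes and made between 8 and 11 false calls in each of 4 runs. The changed genes were drawn among those with small standard errors and given large differences. The noise was drawn with the standard errors that the test used, so power and false calls in the real data were not measured. To show what a shared wildtype group produces by itself, 100 sets of unchanged groups were drawn against common wildtype values.

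Enrichment of called genes was tested with a two-sided Fisher's exact test for 20 lists, with adjustment over 540 tests. The lists are collagens, laminins, the other ECM genes the paper names, proteoglycans, syndecans, Hippo genes, Yap target genes, MHC genes, interferon-stimulated genes, ribosomal proteins, HIF-1 targets, apelin, mitochondrial respiratory chain subunits, p53 pathway, homologous recombination, cell cycle genes, myogenic regulators and myosin heavy chains, late muscle genes, emerin partners, and Y-linked genes with Xist. The lists, the calling rule, the interaction test, and the alternatives below were set before the data were examined, except where stated. Named genes are those whose transcripts the paper discusses. Added to these are the 3 with the largest smallest change in each direction among genes shared by EMD -/y and the 3 mutant lines, and the 2 with the largest z in each direction of each interaction test among genes with a mean of at least 10. Predicted genes are not named. Near-identical copies were sought by aligning the longest transcript of each gene to all others with minimap2 2.31-r1302, where an alignment of at least 200 bases and 97% identity counted as a copy.

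The alternatives were a q-value under 0.05 without the fold threshold, a q-value under 0.01 with it, genes with a higher group mean of at least 10, Benjamini-Hochberg adjustment recomputed over all genes, fold changes with a pseudocount of 1, one direction in all lines, and standard errors multiplied by 1.5. Leaving out predicted genes was added after seeing the data. KEGG's gene lists, M179, vector-only, proliferating, and later progenitors were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.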

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

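The tests of the library grouping, of the lack of emerin in the transitions, of the calls at the other days, of near-identical copies, of the region around Emd, and of transcript length were chosen only after the results were seen. The tests in +EMD and of shared wildtype libraries were set before the data were examined.

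A difference between groups drew attention to the transitions. By the test of the difference itself, the change from day 0 to day 1 differed from that of wildtype for 97 genes in EMD -/y, 2131 in S54F, 3770 in Δ95–99, 4970 in Q133H, and 3106 in +EMD. From day 1 to day 2, the numbers were 173 in EMD -/y, 1508 in S54F, 3946 in Δ95–99, 4472 in Q133H, and 3520 in +EMD. A difference between groups of libraries, seen in predicted genes, enters the comparisons with wildtype at days 0 and 1 with opposite signs. Predicted genes that mark the grouping were chosen from the EMD -/y transitions alone, which gave 136. Over those listed for a line at all days, the median log2 fold change against wildtype, counted in the direction of the EMD -/y change from day 0 to day 1, was 2.42 at day 0 and -2.60 at day 1 in S54F, 2.59 and -2.98 in Δ95–99, 2.64 and -2.54 in Q133H, and 1.09 and -2.78 in +EMD. If the grouping were the whole cause and acted on other genes in the same way, the difference at day 2 would lie between those at days 0 and 1. It lay outside them for 1312 genes in Δ95–99, 2164 in Q133H, and 1197 in +EMD, against 72 in EMD -/y, which argues against the grouping as the whole cause in these 3 lines. With standard errors multiplied by 1.5, chosen for this test after the values were seen, the numbers were 288, 413, 338, and 5. In S54F, where 305 genes lay outside, the grouping cannot be told apart, because only 26 were left with the larger standard errors. Lack of functional emerin would give EMD -/y, whose comparisons do not lie across the grouping, as many differences as the mutant lines, and its 97 and 173 genes argue against it as the whole cause. The share of the most abundant genes overlaps between lines, as far as separately normalized tables show. The sums of the authors' means overlap as well, but they are normalized and cannot show whether depth differed. Transduction stays open, and so does plating density, because the paper seeded wildtype and EMD -/y for RNA at a lower density than the vector control and mutant lines. Neither was tested, and the number of cell divisions or clonal differences were not tested either.

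A signal appeared in a comparison for which the paper gives no count, that of +EMD with wildtype. It held 2189 called genes at day 0, 2663 at day 1, and 2478 at day 2. Of the 433 genes called in EMD -/y and all 3 mutant lines at day 1, 381 were called in +EMD as well. Chance values shared through the common wildtype libraries gave at most 0 genes called in all 4 comparisons in 100 draws. No gene changed in these draws, so they speak only against chance as the source of all 433 genes. How far shared libraries enlarge the overlap of changed genes was not tested. Chance values of the wildtype libraries of day 1 are argued against by the other days, since 78.9% of the genes with one direction were called in that direction in all 4 lines at day 0 or day 2. Near-identical copies were found for 7.88% of the named genes among the 433 and for 6.15% of the others, which argues against shared reads as the main cause. DNA of another strain around Emd is argued against by the 0.676% of the genes that lie within 10 Mb of it, compared with 0.547% of other genes. A bias that follows transcript length in all 4 lines is argued against by Spearman's r between length and log2 fold change, which was -0.024 in EMD -/y, -0.12 in S54F, -0.063 in Δ95–99, and -0.097 in Q133H.

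A difference between the wildtype line and the EMD -/y line that does not depend on emerin is a candidate explanation for most of the 433 genes, since 83.6% of them were called in the same direction in +EMD. That test could have come out the other way. It is limited by the paper's own measurement of emerin in +EMD, because the tables do not show the transgene. Incomplete rescue by the transgene stays open and was not tested. For 131 predicted genes among the 433, shared reads cannot be told apart from other explanations, because no sequence of these genes was analysed.

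Among the genes with a log2 fold change beyond 5 in each of the 4 lines, 14 had a transcript sequence to align, which predicted genes lack, and 4 of these 14 had a near-identical copy, or 28.6% (Fisher's exact test, p = 0.00877). For these, reads shared between copies may be the source. In the authors' deposited table for EMD -/y at day 1, Eno1b, one of the 4, had a log2 fold change of -6.60, whereas the log2 ratio of the sums over the gene and its copy was 0.12. No copy of the other 3 could be matched to a gene of that table. Eno1b was chosen after its values were seen.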

How the results depend on the processing

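The alternative without predicted genes and the larger standard errors in the tests of the library grouping were chosen only after the data were seen, and the others were set before. No paired analysis was possible because the tables hold one mean per group and no values per replicate. For the same reason, leaving out each replicate, a replicate block, another normalization, and counting other splits of the samples were not run. Of 390 values of comparisons under alternatives, 290 stayed within the limits and 100 moved, and no result reversed. Requiring a q-value under 0.01, a higher group mean of at least 10, a recomputed adjustment, a pseudocount of 1, or one direction in all lines moved none of the counts of comparisons by more than 1.5 times, the limit for a count. Within that limit, the 64 genes of the earlier transition became 45 with one direction in all lines, and with a q-value under 0.01 the 40 genes of the later transition became 32 and the 874 genes of EMD -/y at day 1 became 695.

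Dropping the fold threshold raised counts by its construction, since it admits genes with smaller changes. Against wildtype at days 0, 1, and 2, the counts became 2341, 2148, and 2704 in EMD -/y, 3809, 5536, and 4625 in S54F, 4223, 7435, and 7942 in Δ95–99, 4657, 7779, and 9212 in Q133H, and 6326, 7789, and 7488 in +EMD. In the earlier and later transition they became 7688 and 7771 in wildtype, 7414 and 7416 in EMD -/y, 6981 and 8255 in S54F, 6331 and 6398 in Δ95–99, 5167 and 3837 in Q133H, and 6993 and 8063 in +EMD. In EMD -/y and the 3 mutant lines together, 1139 genes were called at day 1, and 1028 of these in +EMD as well. The genes called in the 4 lines and not in wildtype became 263 and 195. Genes shared with wildtype in the earlier transition became 5986 in EMD -/y, 5016 in S54F, 4239 in Δ95–99, and 3357 in Q133H, and those not shared 1428, 1965, 2092, and 1810. In the later transition, the shared genes became 6228, 6065, 4436, and 2505, and those not shared 1188, 2190, 1962, and 1332.

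For the lists, dropping the fold threshold gave 20 HIF-1 targets in wildtype, 20 in S54F, 20 in Δ95–99, 18 in Q133H, and 17 in +EMD. Ribosomal proteins became 44 in wildtype, 43 in EMD -/y, 42 in S54F, 40 in Δ95–99, 35 in Q133H, and 45 in +EMD. The p53 pathway became 42, 40, 40, 36, 24, and 37 in the same order of lines, and homologous recombination 27, 27, 30, 27, 25, and 29.

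Multiplying the standard errors by 1.5 lowered the genes that differ from wildtype by its construction. From day 0 to day 1, 10 genes differed in EMD -/y, 349 in S54F, 1313 in Δ95–99, 2191 in Q133H, and 696 in +EMD, and the share among genes not shared with wildtype was 0.886%, 5.12%, 11.2%, 24.9%, and 6.45%. In the later transition, 24, 227, 1399, 1513, and 1209 genes differed, with shares of 1.35%, 3.54%, 24.6%, 15.6%, and 22.1%. With a higher group mean of at least 10 in every table, the shares from day 0 to day 1 were 7.45% in EMD -/y, 31.6% in S54F, 41.3% in Δ95–99, 58.3% in Q133H, and 38.1% in +EMD, and from day 1 to day 2 they were 28.7% in S54F, 62.0% in Δ95–99, 60.2% in Q133H, and 56.6% in +EMD. The cause was not tested. Without predicted genes, the 64 genes of the earlier transition became 41, which follows from the 23 predicted genes among them.

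Of 925 other values under alternatives, 831 stayed within the limits and 94 moved. The latter were 81 counts within lists, 3 medians of lists, and 10 counts of the tests of the library grouping.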

Differences from the paper's values

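The paper states 65 values that were also computed here, and 61 were equal. At day 0, the paper's total is 956 for EMD -/y and the tables hold 964, and the paper's total is 1468 for S54F and the tables hold 1466. The paper's own numbers of higher and lower genes sum to the totals of the tables in both. For EMD -/y at day 2, the paper gives 950 genes as higher than wildtype, and the tables hold 590. None of the alternatives set before the data were examined closed the gap. They gave 1566 without the fold threshold, 493 with a q-value under 0.01, 557 with a higher group mean of at least 10, 590 with the recomputed adjustment, and 585 with a pseudocount of 1. The paper's total for the same comparison is above that of the tables by the same 360 genes.

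The paper states that Yap expression rises in the mutant lines. Yap1 was called in none of the 3 mutant lines on any day, and its log2 fold change at day 1 in the authors' deposited tables was 0.15 in S54F, 0.18 in Δ95–99, and 0.18 in Q133H. It was called higher in S54F at day 2 without the fold threshold.

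The paper states that von Willebrand factor, thrombospondin 1, reelin, and vitronectin are lower in the mutant lines. Over these 4 genes at day 1, none was called lower in S54F or Δ95–99, where 1 had an unadjusted p under 0.05, and 1 was called lower in Q133H, while 1 was called higher in each line. The gene called higher was Reln, with a log2 fold change of 3.39 in S54F, 1.35 in Δ95–99, and 2.23 in Q133H in the authors' deposited tables. At day 2, Vtn was called lower in Q133H, with -3.17, and Thbs1 was called higher in Δ95–99, with 1.85, and in Q133H, with 1.10. At day 0, Thbs1 was called lower without the fold threshold in S54F, with -0.50, and in Q133H, with -0.66.

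The paper states that its pathways of the transitions are absent from +EMD. With the 6 lists used here, which are not KEGG's, 2 held a larger share of called genes than other genes did in +EMD at an adjusted p under 0.05 from Fisher's exact test, and 4 did not. From day 0 to day 1, the adjusted p in +EMD was 0.000711 for the HIF-1 targets, 0.249 for ribosomal proteins, 0.477 for apelin, and 0.00299 for the mitochondrial respiratory chain, which held fewer called genes than other genes did. In the later transition, it was 0.0814 for the p53 pathway and 8.22e-06 for homologous recombination.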

Other observations

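The tests of the library grouping, of exchanged day labels, of the collagens, and of a later course of differentiation were chosen only after the results were seen.

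Genes called in a line's transition and not in wildtype may reflect a threshold passed in one line only. From day 0 to day 1, the test of the difference was passed by 5.32% of these genes in EMD -/y, 22.5% in S54F, 33.0% in Δ95–99, and 49.6% in Q133H, and from day 1 to day 2 by 3.89%, 21.8%, 50.4%, and 50.7%. A threshold effect is consistent with the low shares in EMD -/y. In S54F, Δ95–99, and Q133H it cannot be told apart from a real difference for the genes that did not pass, because the test does not show that a change is equal. Fewer than 10% was counted as few, a limit chosen after the shares were seen. The verdict for S54F depends on the standard errors. With these multiplied by 1.5, its shares were 5.12% in the earlier and 3.54% in the later transition, under this limit. Δ95–99, with 11.2% and 24.6%, and Q133H, with 24.9% and 15.6%, stayed above it.

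Of 276 genes called in one direction from day 0 to day 1 and in the other by day 2 in both wildtype and EMD -/y, 79 were called the other way from day 0 to day 1 in all 3 mutant lines, and 107 were called the same way in them. Of these 79, 72 were predicted genes, or 91.1%, against 7.59% of all 15637 genes (Fisher's exact test, p = 5.46e-73). Among the other 197 of the 276 genes, 17 were predicted genes, or 8.63% (Fisher's exact test, p = 3.48e-41), and among the 107 there was 1. The named genes among the 79 were Atp5g2, Gapdh, Gm4737, Pebp1, Rps13, Rps29, and Wdr89, and 4 of these 7 had a near-identical copy, against 5.97% of other genes (Fisher's exact test, p = 0.000388). A technical difference between groups of libraries that moves reads between near-identical copies is a candidate explanation. Exchanged day labels are argued against by the named genes, whose lowest r between EMD -/y and a mutant line was 0.37. No biological explanation was tested, and no batch is stated for the libraries.

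The authors' mean of Emd in the transduced lines was at most 2.67, also in +EMD. This is consistent with a transgene whose reads do not map to the mouse Emd gene. The sequence of the transgene was not analysed here.

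For the paper's type I diabetes pathway, a response of MHC genes to the interferon of the growth medium could be a source. The test set beforehand asked whether MHC genes and interferon-stimulated genes move in the same direction in all 4 lines. They did not, since the median log2 fold change of the interferon-stimulated genes at day 1 went from -0.37 in S54F to 0.79 in Q133H. Even so, interferon cannot be told apart from other sources, because the interferon left in each line was not measured and may differ between lines. At day 2, 24 of 46 interferon-stimulated genes were lower in S54F and 25 were lower in +EMD.

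The collagens were lower than wildtype at day 1 in the mutant lines. Lack of functional emerin is argued against as the cause by their median log2 fold change of 0.31 in EMD -/y. The median was -0.49 in +EMD. A bias that follows transcript length is argued against by other genes of the same length, whose median was -0.10 in Q133H. Under a difference between groups of libraries, the sign should turn at day 0. In Q133H the median did not turn, with -0.48 at day 0. Its spread over the collagens was not tested, so this median does not decide the question. In S54F and Δ95–99, with medians of -0.014 and -0.22 at day 0, such a difference cannot be told apart, because the collagens go both ways at day 0. Plating density stays open and was not tested.

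All 29 late muscle genes were lower at day 1 in Δ95–99 and in Q133H, with medians of -3.47 and -4.48, and 23 in +EMD. None was called in EMD -/y, where 6 had an unadjusted p under 0.05. At day 2, 24 were lower in Δ95–99, 28 in Q133H, and 4 in +EMD. For a later course of differentiation, the difference from wildtype at day 2 should run against the wildtype change from day 0 to day 1. The r across genes was -0.26 in Δ95–99 and -0.30 in Q133H, and also negative in the other lines, with -0.10 in EMD -/y, -0.13 in S54F, and -0.15 in +EMD. A later course cannot be told apart from other sources, because EMD -/y has the same sign without lower late muscle genes at day 1 and the r of unchanged lines was not determined. Genes are not independent replicates, and both values use wildtype libraries.

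Of 35 cell cycle genes at day 2, 15 were called higher in EMD -/y, 15 in S54F, 31 in Δ95–99, 28 in Q133H, and 31 in +EMD, and 1 was called lower in Q133H. Of 13 myogenic regulators and myosin heavy chains at day 1, 8 were lower in Δ95–99, 10 in Q133H, and 6 in +EMD. Myh2 and Pax7 were chosen after their values were seen. Myh2 was called lower in EMD -/y and S54F as well, with log2 fold changes of -3.57 and -4.96. Pax7 was called higher in EMD -/y with 2.65, in S54F with 2.74, in Δ95–99 with 3.45, and in +EMD with 3.78. In Q133H, Pax7 was called lower with -4.43. Eif2s3y, the only one of 4 Y-linked genes and Xist called at day 1, had a log2 fold change of 6.21 in EMD -/y and 5.69 in +EMD in the authors' deposited tables. Of the syndecans, 1 was called higher in Δ95–99 and in Q133H at day 1. Of 10 emerin partners, none was called at day 1 in EMD -/y or S54F, where 2 and 5 had an unadjusted p under 0.05, and 1 was lower in Δ95–99 and in Q133H.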
